# GC-MS Metabolite and Transcriptome Analyses Reveal the Differences of Volatile Synthesis and Gene Expression Profiling between Two Apple Varieties

**DOI:** 10.3390/ijms23062939

**Published:** 2022-03-09

**Authors:** Shunbo Yang, Dongmei Li, Shanshan Li, Huijuan Yang, Zhengyang Zhao

**Keywords:** aroma, apple, GC-MS, transcriptome sequencing, gene expression

## Abstract

Aroma is a key quality attribute of apples, making major contributions to commercial value and consumer choice. However, the mechanism underlying molecular regulation of aroma formation genes and transcription factors remains poorly understood in apples. Here, we investigated the aroma volatile profiles of two apple varieties with distinctive flavors using headspace solid-phase microextraction (HS-SPME) combined with gas chromatography–mass spectrometry (GC-MS). A total of 35 volatile compounds were identified in Granny Smith and Jonagold apples. Aldehydes were the most abundant volatiles contributing to the aroma in Granny Smith apple while esters were the dominant volatile compounds in Jonagold apple. In order to know more about the expression levels of aroma-related genes involved in the metabolic pathways, transcriptome sequencing of these two different apple varieties was conducted utilizing the Illumina platform. In total, 94 differentially expressed genes (DEGs) were found in the fatty acid metabolism, amino acid metabolism, the mevalonate pathway and phenylpropanoid pathway. Furthermore, compared to the Granny Smith apple, the expression of multiple genes and transcription factors were upregulated in the Jonagold apple, which might play important roles in the synthesis of aroma volatile compounds. Our study contributes toward better understanding on the molecular mechanism of aroma synthesis in apples and provides a valuable reference for metabolic engineering and flavor improvement in the future.

## 1. Introduction

Apple (*Malus* × *domestica* Borkh.) is one of the most widely cultivated fruits in temperate regions of the world [1]. The characteristic flavor of apple fruits depends upon taste and aroma, while aroma is often considered the dominant component and greatly affects consumer acceptance [2,3,4]. The aroma profile in apple results from the interaction of many volatile compounds, including esters, alcohols, aldehydes, ketones, acids and terpenoids, with only a few that contribute significantly to the apple sensory quality [5,6,7]. The esters, particularly those with six to ten numbered carbon chains including combinations of acetic, butanoic, and hexanoic acids with ethyl, butyl, and hexyl alcohols, have been considered as the primary contributors to apple fruity aroma [8]. Alcohols are the second most important compounds in ripe apples after esters, the most abundant being 2-methyl-1-butanol, 1-butanol, 1-hexanol and 1-propanol [9]. Aldehydes are produced at relatively high amounts in immature apples, such as hexanal, trans-2-hexenal and butanal [10]. Nowadays, more than 300 volatile compounds have been measured in apple fruits [11]. All the volatiles are of great importance for the complete characteristic aroma profile of apples.

Volatile compounds in apples are mainly synthesized from fatty acids, amino acids and carbohydrates [9,12]. Fatty acids are major precursors of aroma volatile compounds in apples [5]. Lipoxygenase (LOX) and β-oxidation are the two key pathways involved in fatty acid metabolism for the formation of straight-chain aldehydes, alcohols and esters, whereas branched-chain aldehydes, alcohols and esters are mainly derived from amino acids isoleucine (Ile), leucine (Leu) and valine (Val) [13,14]. These amino acids are branched compounds of aliphatic nature and are synthesized in chloroplasts [15]. In addition, terpenoids come directly from carbohydrate metabolism and are synthesized from mevalonate (MVA) and methylerythritol phosphate (MEP) pathway, with α-farnesene as the most prominent terpenoid compound in apples [16]. Phenylpropenes such as estragole and eugenol, derived from the phenylpropanoid pathway, also have the influences on the apple flavor and aroma [17].

The composition and concentration of volatile compounds in apples are specific to the varieties [18,19]. ‘Granny Smith’ and ‘Jonagold’ are two apple varieties with distinctive flavors and aroma profiles as well as characteristic skin colors. ‘Granny Smith’ as a late maturing, green-skinned apple variety, is believed to have descended from French crab apples grown in Australia [20]. The volatile profile of Granny Smith apples is characterized by the producing low levels of ethyl and propyl esters and free alcohols such as 2-methylbutanol [21]. ‘Jonagold’, a cross between ‘Jonathan’ by ‘Golden Delicious’, has gained popularity in North America, Northern Europe and China for its high yield and dessert quality [22]. The volatile profile of Jonagold exhibits an abundance of hexyl acetate, hexyl butyrate, butyl hexanoate and α-farnesene [18]. Hence, Jonagold is considered one of the most aromatic apples while the Granny Smith is regarded to be one of the least aromatic apples [23,24]. These two varieties represent two phenotypic extremes in volatile compound production and emission by apples. Although previous studies have measured the aroma profiles in Jonagold, Granny Smith and some other apple varieties [18,22,24], little is known about the transcriptional regulation mechanisms of volatile compounds and the expression patterns of aroma-related genes in apples.

Identifying and investigating the molecular mechanism behind volatile synthesis is essential to improve aroma production through metabolic engineering. In the present study, we evaluated the volatile profiles in Granny Smith and Jonagold apples using HS–SPME coupled with GC–MS and established transcriptome datasets of two extreme aroma apple varieties to gain a deeper insight into the molecular mechanism of volatile compounds biosynthesis and emission. The objectives of this study were to analyze the profiles of aroma volatile compounds in Granny Smith and Jonagold apples, and investigate the regulatory mechanism underlying key gene expression patterns with the volatiles production in apples.

## 2. Results

### 2.1. Phenotype and Physiological Traits of Granny Smith and Jonagold Apples

The phenotypes of Granny Smith and Jonagold apples were observed. As shown in Figure 1, the apple variety of Granny Smith was characterized with the green skin, in comparison with the red stripe skin in Jonagold. Color perception is the result of three parameters L* (lightness), a* (red–green), and b* (yellow–blue). The values of color parameters L*, a* and b* were 63.52, −17.62 and 37.95 in Granny Smith, while these values in Jonagold were 58.62, 13.38 and 29.13. Moreover, there are some other differences in physiological traits between these two apple varieties (Table 1). The fresh weight (FW) of Granny Smith and Jonagold apples was 205 and 240 g, respectively. The total soluble solid (TSS) of Granny Smith (13.7 °Brix) was lower than that of Jonagold (14.2 °Brix). On the contrary, the titratable acidity (TA) of Granny Smith (0.40%) was higher than that of Jonagold (0.32%). Firmness is another important factor to evaluate the quality of apple fruits [25]. The firmness of Granny Smith was 7.05 kg/cm^2^, higher than that in Jonagold (6.58 kg/cm^2^) (Table 1). Notably, the internal ethylene of the Granny Smith apple was 5 μL/L, lower than that of Jonagold (62 μL/L). However, the CO_2_ production rate in Granny Smith (70 μmol/kg·s) was higher than the 48 μmol/kg·s in Jonagold apple (Table 1).

### 2.2. Volatile Compound Profiles in Granny Smith and Jonagold Apples

Aroma is an essential sensorial property, which determined by the volatile compounds. In the present study, a total of 35 volatile compounds were identified in Granny Smith and Jonagold apples, including 20 esters, 4 alcohols, 8 aldehydes, 1 ketone, 1 phenylpropene and 1 terpenoid (Table 2). Aldehydes, occupying 87.20% of the total volatiles (56.14 µg/kg FW), were the most abundant type of volatile compounds contributing to the apple aroma in Granny Smith, following by alcohols (4.29% of the total volatiles; 2.76 µg/kg FW) and esters (3.20% of the total volatiles; 2.06 µg/kg FW) (Figure 2a; Table S2). By contrast, the main types of volatile compounds in Jonagold were esters (63.00% of the total volatiles; 1333.35 µg/kg FW), followed by phenylpropene (25.05% of the total volatiles; 530.16 µg/kg FW) and aldehydes (5.73% of the total volatiles; 121.27 µg/kg FW) (Figure 2b; Table S2). The apple variety of Granny Smith contained only 16 kinds of volatile compounds, while Jonagold had 31 kinds of volatiles (Table 2). Moreover, 12 volatile compounds were common to the two apple varieties. Among those volatiles, the contents of hexyl acetate, hexyl butanoate and hexyl 2-methylbutyrate in the Granny Smith apple were 1.25, 0.35 and 0.46 µg/kg FW, respectively, lower than that of 885.38, 27.19 and 31.95 µg/kg FW in the Jonagold apple. Furthermore, volatiles such as 1-hexanol, hexanal and (*E*)-2-hexenal showed lower contents in Granny Smith than that in Jonagold (Table 2). Additionally, compared to the Granny Smith, Jonagold had higher contents of estragole (530.16 µg/kg FW) and α-farnesene (31.15 µg/kg FW). In comparison with the volatiles detected in these two apple varieties, four volatile compounds were unique to the Granny Smith apple, including 2-hexyn-1-ol, (*Z*)-3-hexenal, (*Z*)-2-heptenal and 1-octen-3-one. There were 19 volatile compounds unique to the Jonagold apple, such as butyl acetate, 2-methylbutyl acetate, 1-butanol and (*E*)-2-decenal (Table 2).

### 2.3. RNA-seq, Assembly and DEGs Functional Annotation

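RNA-seq measured transcript levels in the pulp of ripe Granny Smith and Jonagold apples, with 3 libraries per cultivar and each library made from pooled fruits. The paper gives the age of the fruit as 180 days after flowering. For the library preparation the paper names the RNAprep pure Plant Kit, 3 μg of RNA and a NEBNext kit, whereas the labels deposited with the libraries name Trizol, 1 μg of RNA and a TruSeq kit. The authors mapped the clean reads to the GDDH13 apple genome, quantified each gene with Cufflinks and deposited 1 FPKM value per gene and library. In the deposited values 34279 genes were above 0 in at least 1 library. FPKM values usually hide the number of reads. Here the values of 34278 of these genes were whole numbers of reads multiplied by a factor of the library and a factor of the gene. Whole reads were recovered in this way for these 34278 genes, up to a divisor shared by the 6 libraries. The recovered reads summed to 17259098, 17210866 and 17081863 in Granny Smith replicates 1, 2 and 3, and to 14767330, 16353408 and 14193282 in Jonagold replicates 1, 2 and 3. The cultivars were compared with limma on log2(FPKM + 1), without further scaling, over the 20993 genes with a mean of at least 1 FPKM across the 6 libraries. A gene was called a DEG when its Benjamini-Hochberg adjusted p-value was below 0.05 and its expression differed at least 2-fold on this scale, which understates the change of genes with low FPKM. Log2 fold changes are given as Jonagold over Granny Smith.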

To explore the molecular mechanisms underlying differences in aroma volatile compounds between Granny Smith and Jonagold apples, six cDNA libraries (three biological replicates) were constructed from these two apple varieties and sequenced utilizing the Illumina sequencing platform. Approximately 6.15–6.94 G of clean bases were produced from Granny Smith and Jonagold apples (Table S3). After data filtering and quality trimming, 41.01–46.29 million clean reads were obtained through sequencing of the cDNA libraries prepared from these two apple varieties. The Q30 percentage was over 93.01% for each sample and the average GC content was 47.03% for all six libraries (Figure S1; Table S3). Furthermore, average error rate of the sequenced bases was less than 0.03% (Figure S2). 

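The recovered reads can be set beside the mapped reads of Table S4. Counted as read pairs, the paper's mapped reads correspond to recovered totals of 86.7%, 85.8% and 86.3% in Granny Smith replicates 1, 2 and 3, and of 86.1%, 85.2% and 85.5% in Jonagold replicates 1, 2 and 3. The paper's mapped percentage was on average 91.7 in Granny Smith and 81.6 in Jonagold. The share of mapped pairs that fell on genes therefore lay within a narrow range in both cultivars although the mapped percentages did not overlap.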

A total of 33.21–40.12 million reads were mapped to the apple reference genome, with match ratios in the range of 78.29–92.30% (Figure S3; Table S4).

FPKM methods were used to analyze gene expression patterns in Granny Smith and Jonagold apple libraries (Figure S4). 

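The FPKM values of one library did not add up to the same total in the different libraries. The sum over all genes was 584404 ± 25593 in Granny Smith and 774108 ± 23685 in Jonagold (SD, n = 3 libraries each). Between 28815 and 29668 genes were above 0 in a Granny Smith library, and between 28503 and 29452 in a Jonagold library. Relative to Granny Smith replicate 1, the FPKM value that 1 read contributed to a gene was 0.956 and 0.942 in the other Granny Smith libraries and 1.45, 1.29 and 1.46 in Jonagold replicates 1, 2 and 3.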

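A gene was counted as expressed in a cultivar when its mean over the 3 libraries was at least 1 FPKM. By this criterion 20283 genes were expressed in Granny Smith and 20549 in Jonagold, and 18414 genes were expressed in both. Granny Smith alone expressed 1869 genes and Jonagold alone expressed 2135. Raising the criterion to 2 FPKM moved the numbers of expressed genes most, to 17380 and 17634, with 1700 and 1954 genes specific to Granny Smith and Jonagold. The number specific to Jonagold moved most, to 1927, when 1 FPKM was required in every library. With each library left out in turn, the Granny Smith-specific genes numbered from 1753 to 1978 and the Jonagold-specific genes from 2092 to 2237.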

Comparing these two types of libraries with respect to the FPKM calculation, 20,481 and 20,794 genes were identified in the cDNA libraries, while 1954 and 2267 genes were expressed specifically in Granny Smith and Jonagold apples, respectively (Figure S5). A total of 8117 DEGs were detected, including 3682 upregulated genes and 4435 downregulated genes (Figure 3a). 

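In the deposited FPKM values, limma called 4475 of the 20993 tested genes as DEGs, of which 2515 were higher and 1960 were lower in Jonagold. When the FPKM totals of the 6 libraries were made equal, the called genes were split the other way, with 1845 higher and 3362 lower in Jonagold, because this scaling shifted the median log2 fold change of all tested genes from 0.00 to -0.34. The number of DEGs moved most when the fold change criterion was dropped, to 10371 genes with an adjusted p-value below 0.05. Among the DEGs with a mean of at least 10 FPKM and no overlap between the cultivars, MD10G1179100 on chromosome 10 had the largest log2 fold change on log2(FPKM + 1), 8.75 (standard error 0.42, adjusted p = 2.3e-06 from limma). Its FPKM was 5.20 ± 3.49 in Granny Smith and 2308 ± 94.6 in Jonagold (SD, n = 3). MD11G1189000 on chromosome 11 followed with 8.74 (standard error 0.40, adjusted p = 1.8e-06 from limma), from 1.69 ± 1.35 to 1142 ± 479 FPKM. By the ratio of mean FPKM, MD11G1189000 rose more, 674-fold against 444-fold. Without Granny Smith replicate 1 it rose less, 528-fold against 632-fold, and without Granny Smith replicate 2 it rose 1238-fold. MD10G1062300 on chromosome 10 had the lowest log2 fold change on log2(FPKM + 1), -7.32 (standard error 0.21, adjusted p = 2.2e-07 from limma), with 1462 ± 382 FPKM in Granny Smith and 7.97 ± 1.11 in Jonagold. MD04G1185600 on chromosome 4 followed with -7.17 (standard error 0.25, adjusted p = 5.9e-07 from limma). The files do not pair these identifiers with gene names.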

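Over all 20993 tested genes, and not the DEGs alone, average-linkage clustering on 1 minus the Pearson correlation of log2(FPKM + 1) put the 3 Granny Smith libraries in one cluster and the 3 Jonagold libraries in the other. The correlation between libraries of one cultivar was 0.975 to 0.983 in Granny Smith and 0.967 to 0.986 in Jonagold. Between the cultivars it was lower in all 9 pairs, at 0.792 to 0.825. The distance between cultivars was thus larger than the spread between replicates of either cultivar.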

To investigate the differences in gene expression patterns between Granny Smith and Jonagold, DEGs were subjected to hierarchical clustering analysis of transcript abundances using the FPKM values, and these DEGs had different transcriptome profiles in the two apple varieties (Figure 3b).

In order to know more about the biological function of the DEGs, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses were performed. According to the GO enrichment analysis, these DEGs were classified into three categories including biological process, cellular component and molecular function. The most abundant terms of each category were ADP binding, single-organism carbohydrate metabolic and cell wall process (Figure 3c). Based on the KEGG enrichment analysis, DEGs were matched and assigned to 122 pathways. The most enriched pathways were carbon metabolism, biosynthesis of amino acids, plant hormone signal transduction and fatty acid metabolism. Moreover, the pathways of phenylalanine metabolism and linoleic acid metabolism were also enriched (Figure 3d).

### 2.4. Expression Levels of Genes Involved in Fatty Acid and Isoleucine Metabolism Pathways

Fatty acid and isoleucine metabolism are the two main pathways for synthesis of aldehydes, alcohols and esters in apples [6]. 

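Of the 50 genes that Table S5 lists for fatty acid metabolism, 45 reached a mean of 1 FPKM and were tested, and 42 were called as DEGs. Of the 24 genes listed for isoleucine metabolism, 22 were tested and all 22 were called. Adjusted over the list alone, the counts were also 42 and 22, but the paper chose both lists on these same libraries, so that these counts are not independent evidence. The fit that tested for a change beyond 2-fold moved the counts most, to 28 fatty acid genes and 14 isoleucine genes.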

In this study, we identified 50 DEGs related to fatty acid metabolism and 24 DEGs associated with isoleucine metabolism (Figure 4). Among them, most of the DEGs showed higher expression levels in the Jonagold apple than that in the Granny Smith apple. 

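Among the called genes, 34 of 42 in fatty acid metabolism and 13 of 22 in isoleucine metabolism were higher in Jonagold. The tested genes had a median log2 fold change of 1.80 in fatty acid metabolism and 1.19 in isoleucine metabolism. With equal FPKM totals, which shift all genes down in Jonagold, 28 of 36 called fatty acid genes and 8 of 17 called isoleucine genes were higher in Jonagold. The majority among the called isoleucine genes was therefore lost under that scaling. By sign, 13 of the 22 tested isoleucine genes were higher in Jonagold in both fits. None of the listed genes changed its direction.

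**Figure D1:**
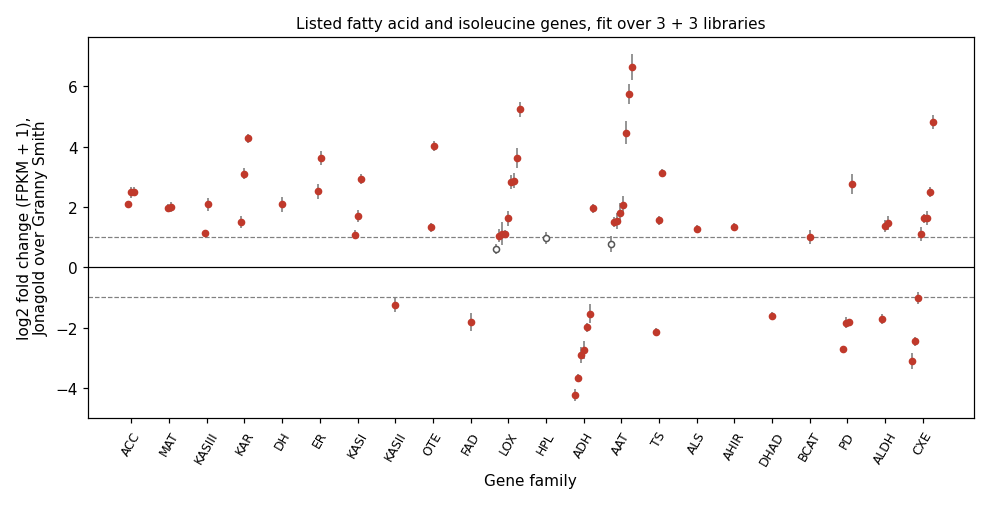
Log2 fold changes (FPKM + 1, Jonagold over Granny Smith, vertical axis) of the tested fatty acid and isoleucine genes, grouped by gene family on the horizontal axis. Each point is a gene with its standard error from limma, filled points are called DEGs, open points are not, and dashed lines mark a 2-fold difference. Of the 67 points, 50 lie above 0.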

In the pathway of fatty acid biosynthesis, the expression levels of *ACC*, *MAT*, *KAS* and *FAD* genes exhibited higher expression levels in the Jonagold apple in comparison with in the Granny Smith apple. Similarly, the DEGs *KAR*, *DH*, *ER* and *OTE* showed the same expression patterns. 

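All 3 ACC genes, both MAT genes, both KASIII genes and all 3 KASI genes were called higher in Jonagold. The ACC genes had log2 fold changes of 2.09 to 2.51 and the MAT genes of 1.98 to 2.00. MdKASI-1 (MD10G1264200) had the largest change of this group on log2(FPKM + 1), from 0.808 ± 0.248 FPKM in Granny Smith to 12.7 ± 1.96 in Jonagold (SD, n = 3), a log2 fold change of 2.92 (standard error 0.17, adjusted p = 5.1e-06 from limma). By the ratio of mean FPKM, MdKASI-2 (MD14G1131500) rose more, 43.5-fold against 15.7-fold for MdKASI-1, but from 1 to 5 reads per Granny Smith library, and without Granny Smith replicate 1 its ratio was 80.0. Without Jonagold replicate 1 it was below the minimum mean and so not called. MdKASI-3 (MD05G1286700) had the smallest change, 1.09 (standard error 0.14, adjusted p = 4.1e-04 from limma), and was not called when Jonagold replicate 1 was left out, at 0.93, with quantile normalization, or when FPKM totals were equal. The other 2 genes were lower in Jonagold. MdKASII (MD15G1221800) fell from 51.1 ± 4.84 to 21.6 ± 8.20 FPKM, a log2 fold change of -1.26 (standard error 0.22, adjusted p = 0.0020 from limma). MdFAD (MD15G1152700) fell from 4.96 ± 2.21 to 0.640 ± 0.377 FPKM, a log2 fold change of -1.81 (standard error 0.29, adjusted p = 0.0012 from limma). Both remained lower under every scaling tried.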

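The 3 KAR genes, the single DH gene, both ER genes and both OTE genes were called higher in Jonagold, and in none of these 8 genes did the cultivars overlap. On log2(FPKM + 1), the rise was largest for MdKAR-2 (MD13G1112000), from 7.35 ± 0.594 to 162 ± 28.1 FPKM (SD, n = 3), a log2 fold change of 4.28 (standard error 0.14, adjusted p = 4.4e-07 from limma). The ratio of mean FPKM was larger for MdOTE-1 (MD02G1127500), 37.4, than for MdKAR-2, 22.1. MdOTE-2 (MD05G1172000) rose least, from 6.18 ± 1.13 to 16.8 ± 0.507 FPKM, with a log2 fold change of 1.32 (standard error 0.14, adjusted p = 1.1e-04 from limma), and fell short of the 2-fold criterion when FPKM totals were equal.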

Lipoxygenase (LOX) is the initial step of ester biosynthesis in fatty acid metabolization [26]. Twelve *LOX* DEGs were identified in our study, most of which were significantly upregulated in the Jonagold apple. 

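The mean FPKM of all 12 LOX genes was higher in Jonagold, and the cultivars did not overlap in 11 of them. Of the 9 genes that reached a mean of 1 FPKM, 8 were called. On log2(FPKM + 1), MdLOX-10 (MD09G1069500) rose most, from 31.7 ± 11.1 to 1185 ± 66.7 FPKM (SD, n = 3), a log2 fold change of 5.24 (standard error 0.25, adjusted p = 2.2e-06 from limma). As a ratio of mean FPKM, the rise of MdLOX-11 (MD04G1204000) was larger, 123-fold against 37.4-fold for MdLOX-10, but from 3 to 12 reads per Granny Smith library, and it was 79.9-fold without Jonagold replicate 1. MdLOX-7 (MD11G1103700) changed least and was not called, with a log2 fold change of 0.61 (standard error 0.18, adjusted p = 0.022 from limma). MdLOX-4 (MD02G1317800) was the gene whose cultivars overlapped. It measured 16.8 ± 3.81 FPKM in Granny Smith and 41.6 ± 25.2 in Jonagold, a log2 fold change of 1.11 (standard error 0.39, adjusted p = 0.043 from limma). Its call was kept only when Jonagold replicate 1 was the library left out, and its log2 fold change ranged from 0.66 to 1.54 over these fits. The call was also lost with quantile normalization, without the trend and without the minimum mean. MdLOX-9 (MD13G1113800) lost its call without Granny Smith replicate 2, without Jonagold replicate 1 and with quantile normalization, with a range from 0.86 to 1.19 when libraries were left out. MdLOX-5 (MD17G1167100) had 1 to 2 reads per library in Granny Smith and 3 to 15 in Jonagold, a difference of at least 4.1-fold in the mean. When FPKM totals were equal, 5 LOX genes were called, all higher in Jonagold.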

Hydroperoxide lyase (HPL) is the last step toward aldehyde biosynthesis [27]. Compared to the Granny Smith apple, the expression levels of HPL gene showed higher in the Jonagold apple (Table S5). 

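MdHPL (MD08G1038600) measured 0.641 ± 0.381 FPKM in Granny Smith and 2.17 ± 0.144 FPKM in Jonagold (SD, n = 3), and every Jonagold value was above every Granny Smith value. These values rest on 7 to 32 reads per Granny Smith library and 44 to 57 reads per Jonagold library. The ratio of mean FPKM was 3.38. On log2(FPKM + 1), the log2 fold change was 0.98 (standard error 0.20, adjusted p = 0.0045 from limma), just under the 2-fold criterion, and it ranged from 0.78 to 1.12 with each library left out in turn. The gene passed both criteria when Granny Smith replicate 2, Granny Smith replicate 3 or Jonagold replicate 3 was left out, or with a pseudocount of 0.1.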

Alcohol dehydrogenases (ADH) can catalyze the aldehydes to the corresponding alcohols. 

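All 7 listed ADH genes were called, 6 of them lower in Jonagold and 1 higher, and these directions held under each scaling tried. On log2(FPKM + 1), which shrinks the change of genes near 0 FPKM, MdADH-3 (MD10G1013800) had the lowest fold change of the family, with 22.9 ± 6.78 FPKM in Granny Smith and 0.236 ± 0.0596 in Jonagold (SD, n = 3), a log2 fold change of -4.24 (standard error 0.21, adjusted p = 2.4e-06 from limma). MdADH-1 (MD10G1014500) had 434 to 494 reads per Granny Smith library and 1 to 2 reads per Jonagold library. MdADH-3 had 4 to 6 reads per Jonagold library. MdADH-1 was at least 105-fold lower in Jonagold, against 97.1-fold for MdADH-3 by the ratio of mean FPKM. This order stays open without Granny Smith replicate 1, where MdADH-1 was at least 105-fold and MdADH-3 111-fold lower, and without Jonagold replicate 1, where MdADH-1 was at least 107-fold and MdADH-3 110-fold lower. MdADH-7 (MD06G1121600) had the smallest difference, with a log2 fold change of -1.53 (standard error 0.30, adjusted p = 0.0033 from limma). The exception in direction was MdADH-2 (MD13G1165800), at 1.88 ± 0.387 FPKM in Granny Smith and 10.2 ± 0.925 in Jonagold, with a log2 fold change of 1.96 (standard error 0.15, adjusted p = 2.0e-05 from limma). MdADH-1, MdADH-3, MdADH-4 and MdADH-6 have neighbouring identifiers on chromosome 10, and the files do not tell how reads shared between such copies were assigned.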

Seven DEGs encoding ADH were detected in our dataset, most of which were significantly upregulated in the Granny Smith apple. Alcohol acyltransferase (AAT) is the key enzyme for the biosynthesis of esters [9]. Ten *AAT* DEGs exhibited higher expression levels in the Jonagold than that in the Granny Smith apple.

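Of the 10 AAT genes, 9 had a higher mean FPKM in Jonagold and 1 a lower mean, without overlap between the cultivars in any of them. The 8 genes with a mean of at least 1 FPKM were tested, and 7 were called, all higher in Jonagold. On log2(FPKM + 1), MdAAT-5 (MD13G1109300) rose most, from 5.51 ± 4.97 to 552 ± 115 FPKM (SD, n = 3), a log2 fold change of 6.64 (standard error 0.43, adjusted p = 9.9e-06 from limma). By the ratio of mean FPKM, MdAAT-5 rose 100-fold and MdAAT-6 (MD13G1109000) 95.0-fold. MdAAT-6 had only 2 to 19 reads per Granny Smith library, so the order of these ratios stays open. MdAAT-6 rose more than MdAAT-5 without Granny Smith replicate 2, 231-fold against 79.9-fold, and without Jonagold replicate 1, 121-fold against 88.3-fold. MdAAT-5 rose more than MdAAT-6 with any other library left out, and 209-fold without Granny Smith replicate 1. MdAAT-4 (MD10G1283900) changed least among the tested genes, with a log2 fold change of 0.77 (standard error 0.28, adjusted p = 0.047 from limma), and passed both criteria when Jonagold replicate 3 was left out, at 1.08. The gene in the other direction was MdAAT-2 (MD14G1011700), with 1.49 ± 0.634 FPKM in Granny Smith and 0.445 ± 0.106 in Jonagold, from 23 to 59 and from 7 to 10 reads per library. Its mean of 0.969 FPKM over the 6 libraries was below the minimum for the test. Without that minimum, its log2 fold change was -0.76 (adjusted p = 0.024 from limma).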

Straight-chain esters are synthesized from the fatty acid metabolism pathway while branched-chain esters are produced by the pathway of isoleucine metabolism [13]. Aldehyde dehydrogenase (ALDH) and carboxylesterase (CXE) are the two important enzymes for the synthesis of branched-chain esters. 

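Of the 4 ALDH genes, MdALDH-2 (MD13G1090600) and MdALDH-4 (MD00G1029100) had a higher mean FPKM in Jonagold, and MdALDH-1 (MD13G1090800) and MdALDH-3 (MD02G1050000) a lower mean. MdALDH-4 had a log2 fold change of 1.47 (standard error 0.24, adjusted p = 0.0012 from limma). MdALDH-2 had the smallest change among the called members, 1.38 (standard error 0.19, adjusted p = 5.6e-04 from limma), and was under the 2-fold criterion when FPKM totals were equal. MdALDH-3, at 1.16 ± 0.170 FPKM in Granny Smith and 0.401 ± 0.0757 in Jonagold (SD, n = 3), was below the minimum mean for the test. All 8 CXE genes were called, 5 higher and 3 lower in Jonagold. MdCXE-5 (MD10G1091100) rose most, from 0.265 ± 0.154 to 36.1 ± 10.9 FPKM, a log2 fold change of 4.83 (standard error 0.23, adjusted p = 2.3e-06 from limma). MdCXE-2 (MD05G1191100), MdCXE-4 (MD15G1085200) and MdCXE-3 (MD11G1176900) were the members that fell, with log2 fold changes of -3.10, -2.45 and -1.02. MdCXE-8 (MD02G1198500) lost its call without Granny Smith replicate 3 or Jonagold replicate 2, and ranged from 0.92 to 1.34 with libraries left out. MdCXE-3 without Granny Smith replicate 2 or 3, and MdCXE-7 (MD02G1198400) without Jonagold replicate 2, were below the minimum mean and so not called. With equal FPKM totals, 4 CXE genes were called higher and 3 lower.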

In our study, four DEGs encoding ALDH and eight DEGs encoding CXE were identified, most of which were upregulated in the Jonagold apple compared to the Granny Smith apple. In addition, some DEGs encoding acetolactic synthetase (ALS), acetohydroacid isomeroreductase (AHIR) and branched-chain aminotransferase (BCAT) also had enhanced mRNA levels in the Jonagold apple (Figure 4; Table S5).

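MdALS (MD06G1028700) rose from 15.7 ± 1.89 to 39.4 ± 0.266 FPKM (SD, n = 3), with a log2 fold change of 1.28 (standard error 0.11, adjusted p = 4.9e-05 from limma). MdAHIR (MD17G1231900) rose from 21.8 ± 2.68 to 56.9 ± 8.22 FPKM, with a log2 fold change of 1.34 (standard error 0.14, adjusted p = 1.2e-04 from limma). MdBCAT-2 (MD05G1110500) had 0.201 ± 0.0492 FPKM in Granny Smith and 1.75 ± 0.390 in Jonagold and did not reach the minimum mean for the test, but reached it and was called when any of the Granny Smith libraries was left out. MdALS, MdAHIR and MdBCAT-1 stayed higher in Jonagold but fell under the 2-fold criterion when FPKM totals were equal. Other listed genes of this pathway went the other way. MdTS-1 (MD09G1187000) and MdDHAD (MD04G1003600) were lower in Jonagold, with log2 fold changes of -2.15 (standard error 0.14, adjusted p = 1.0e-05 from limma) and -1.62 (standard error 0.14, adjusted p = 3.8e-05 from limma). The remaining TS genes, MdTS-2 (MD15G1212700) and MdTS-3 (MD02G1085500), were called higher in Jonagold, with log2 fold changes of 1.56 and 3.13. Of the 4 PD genes, 3 were called lower and 1 higher.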

### 2.5. Expression Levels of Genes Related to Sesquiterpene and Phenylpropanoid Metabolism

Sesquiterpenes are the most prominent terpenoids in apples [28]. In our study, α-farnesene was the most abundant sesquiterpene accumulated in Granny Smith and Jonagold apples. A total of nine enzymatic steps are involved in the biosynthetic pathway of sesquiterpene (Figure 5a). 

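All 5 tested genes of the 6 that Table S6 lists for sesquiterpene metabolism were called, 4 higher and 1 lower in Jonagold, and adjusted over the list alone the count was also 5. The paper chose this list on the same libraries, so the latter count is not independent evidence. MdHMGS (MD06G1070000) rose from 1.42 ± 0.705 to 9.81 ± 1.87 FPKM (SD, n = 3), a log2 fold change of 2.18 (standard error 0.22, adjusted p = 9.5e-05 from limma). MdHMGR (MD15G1227900) rose from 7.23 ± 3.40 to 35.0 ± 2.97 FPKM, a log2 fold change of 2.20 (standard error 0.25, adjusted p = 1.8e-04 from limma). MdPMK (MD09G1247700) was the listed gene that fell, from 4.96 ± 0.524 to 1.73 ± 0.156 FPKM, a log2 fold change of -1.12 (standard error 0.14, adjusted p = 2.9e-04 from limma).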

Compared to the Granny Smith apple, two DEGs encoding HMG-CoA synthase (HMGS) and HMG-CoA reductase (HMGR) exhibited higher expression levels in the Jonagold apple (Table S6). In cytosol, isopentenyl diphosphate (IPP) and its allylic isomer dimethylallyl diphosphate (DMAPP) catalyzed by the enzyme farnesyl pyrophosphate synthase (FPPS) results in the formation of farnesyl pyrophosphate. 

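MdFPPS-1 (MD02G1154400) measured 45.2 ± 9.54 FPKM in Granny Smith and 253 ± 73.0 in Jonagold (SD, n = 3), a log2 fold change of 2.44 (standard error 0.23, adjusted p = 5.9e-05 from limma). MdFPPS-2 (MD17G1260500) was listed at 0 in all 3 Granny Smith libraries and had 12 to 21 reads per Jonagold library. Set against a limit of 3 reads, it was at least 7.8-fold higher in Jonagold, but its mean over the 6 libraries was below the minimum for the test.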

The *FPPS* genes were significantly downregulated in the Granny Smith apple in comparison with the Jonagold apple. Additionally, the final step in sesquiterpene biosynthesis in apple is catalyzed by α-farnesene synthase (AFS). 

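MdAFS (MD10G1311000), on chromosome 10, had 891 to 1168 reads per Granny Smith library and 7126 to 8304 per Jonagold library. Its expression level was 25.4 ± 3.00 FPKM in Granny Smith and 283 ± 41.5 in Jonagold (SD, n = 3), with a log2 fold change of 3.43 (standard error 0.14, adjusted p = 1.3e-06 from limma). With each library left out in turn, the log2 fold change stayed between 3.35 and 3.55.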

In this study, one DEG was identified as the *AFS* gene and showed a higher expression level in the Jonagold apple than that in the Granny Smith apple (Figure 5a).

Estragole, which belongs to the phenylpropenes, is synthesized from the phenylpropanoid pathway in apples. In our study, a total of 14 DEGs were obtained in this pathway (Figure 5b; Table S6). 

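A total of 7 of the 14 phenylpropanoid genes had a mean under 1 FPKM and were not tested. Of the 7 tested genes, 6 were called, 2 higher and 4 lower in Jonagold, and adjusted over the list alone the count was again 6, on a list that the paper chose from the same libraries. Without the minimum mean, 7 of the 14 genes were called. A fit chosen after seeing the data, limma's voom on the recovered reads of genes with a mean of at least 10 reads, moved the count most and called 12. MdCADH-1 (MD01G1042500) and MdCADH-2 (MD01G1042800) were listed at 0 in every Granny Smith library and reached 0.392 ± 0.136 and 0.385 ± 0.0819 FPKM in Jonagold (SD, n = 3).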

At the beginning of this pathway, four DEGs encoding phenylalanine ammonia lyase (PAL) were upregulated in the Jonagold apple (Figure 5b). However, compared to the Granny Smith apple, the *C4H*, *4CL* and *CCoAR* genes showed lower expression levels in the Jonagold apple. 

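Table S6 lists 3 PAL genes, and all 3 had a higher mean FPKM in Jonagold without overlap between the cultivars. MdPAL-2 (MD01G1106900), the only tested member, measured 0.897 ± 0.189 FPKM in Granny Smith and 2.03 ± 0.940 in Jonagold (SD, n = 3). Its log2 fold change of 0.64 (standard error 0.23, adjusted p = 0.049 from limma) was under the 2-fold criterion, which it passed with a pseudocount of 0.1. MdPAL-1 (MD12G1116700) had 3 to 9 reads per Granny Smith library and 16 to 49 per Jonagold library, and MdPAL-3 (MD03G1121400) had 1 to 7 and 9 to 20.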

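MdC4H-1 (MD00G1221400) and MdC4H-2 (MD03G1050900) were called lower in Jonagold, with log2 fold changes of -1.22 (standard error 0.20, adjusted p = 0.0015 from limma) and -1.30 (standard error 0.22, adjusted p = 0.0016 from limma). MdC4H-3 (MD03G1051100) also had a lower mean, 1.24 ± 0.304 FPKM in Granny Smith and 0.138 ± 0.0684 in Jonagold (SD, n = 3). MdC4H-4 (MD03G1051000) had a higher mean in Jonagold, 0.678 ± 0.216 FPKM against 0.172 ± 0.0699, from 3 to 7 reads per Granny Smith library and 10 to 19 per Jonagold library. Neither of these weakly expressed genes reached the minimum mean for the test. Md4CL (MD17G1229400) fell from 2.78 ± 0.992 to 0.441 ± 0.345 FPKM, with a log2 fold change of -1.39 (standard error 0.25, adjusted p = 0.0023 from limma). MdCCoAR (MD17G1222400) fell from 84.7 ± 15.1 to 26.0 ± 4.43 FPKM, with a log2 fold change of -1.67 (standard error 0.17, adjusted p = 9.8e-05 from limma). The identifiers of MdC4H-2, MdC4H-3 and MdC4H-4 are neighbours on chromosome 3, so that shared reads could have been split between them by the authors' counting.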

The final step in estragole biosynthetic pathway involves a class of methyltransferase. 

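MdOMT-1 (MD01G1051900) had the largest change of the phenylpropanoid list on log2(FPKM + 1), from 31.7 ± 7.46 FPKM in Granny Smith to 3310 ± 420 in Jonagold (SD, n = 3), a log2 fold change of 6.68 (standard error 0.20, adjusted p = 2.7e-07 from limma). MdOMT-2 (MD05G1308600) was listed at 0 in the Granny Smith libraries and had 150 to 277 reads per Jonagold library, so that it was at least 99.6-fold higher in Jonagold, a lower bound that does not rank it below the 104-fold of MdOMT-1. MdOMT-3 (MD05G1308800), with a mean under 1 FPKM, was higher in Jonagold without overlap. From the higher levels of PAL and OMT transcripts, the paper proposes a faster estragole biosynthesis in Jonagold.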

Three DEGs encoding O-methyltransferase (OMT) were identified in the dataset and all of them exhibited higher expression levels in the Jonagold apple compared with the Granny Smith apple.

### 2.6. Expression Levels of Transcription Factors Associated with Volatile Compounds

Transcription factors (TFs) play many important roles in regulating gene expression in various plant biological processes including the production of volatile compounds. 

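Figure S6 of the paper lists 30 transcription factor genes. In the deposited values 24 of them reached a mean of 1 FPKM, and 22 were called, all 22 higher in Jonagold. Adjusted over the list alone, the count was 22 as well, but the list was selected from these libraries. The tested genes had a median log2 fold change of 1.49. With equal FPKM totals, 17 genes were called, again all higher in Jonagold, and the test for a change beyond 2-fold moved the count most, to 9.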

In this study, we found that 30 DEGs were putatively identified as TFs associated with NAC, MYB, bHLH, ERF, WRKY, bZIP and MADS families (Figure S6). 

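The 5 NAC genes all had a higher mean FPKM in Jonagold, without overlap between the cultivars, and 4 were tested and called. MdNAC86 (MD12G1183300) rose most on log2(FPKM + 1), from 0.502 ± 0.128 to 14.0 ± 3.06 FPKM (SD, n = 3), a log2 fold change of 3.30 (standard error 0.18, adjusted p = 4.4e-06 from limma). MdNAC100 (MD09G1053700) changed least on this scale, with a log2 fold change of 1.26 (standard error 0.22, adjusted p = 0.0017 from limma). MdNAC2 (MD10G1200900) had 2 reads in each Granny Smith library and 3 to 24 in the Jonagold libraries, at least 6.0-fold more in the mean, or at least 3.75-fold without Jonagold replicate 2. After scaling to equal FPKM totals, 2 of the 4 tested genes passed the 2-fold criterion.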

The NAC family was represented by five DEGs that were upregulated in the Jonagold apple. Moreover, five DEGs, belonging to the MYB family, were obtained and exhibited higher expression levels in the Jonagold apple than in the Granny Smith apple. In addition, some DEGs encoding ERF, WRKY and bZIP family TFs also showed higher expression levels in the Jonagold apple compared to the Granny Smith apple (Figure S6).

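All 5 MYB genes were tested, all had a higher mean FPKM in Jonagold without overlap, and 4 were called. On log2(FPKM + 1), MdMYB306 (MD09G1051000) had the largest log2 fold change, 1.65 (standard error 0.20, adjusted p = 2.7e-04 from limma), with 5.57 ± 1.79 FPKM in Granny Smith and 19.1 ± 0.883 in Jonagold (SD, n = 3). As a ratio of mean FPKM, MdMYB92 (MD17G1073900) rose more, 8.23-fold against 3.42-fold, but from 2 to 11 reads per Granny Smith library. The call of MdMYB308 (MD10G1124100), with a log2 fold change of 1.13, was lost when Granny Smith replicate 2 or Jonagold replicate 1 was left out, with a range from 0.88 to 1.40 over the 6 fits that each left out a library. The gene that was not called was MdMYB5.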

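The 6 ERF, 3 WRKY and 5 bZIP genes had a higher mean FPKM in Jonagold, and 5, 1 and 5 of them were called. Among the ERF genes, MdERF2 (MD01G1177000) rose most, with a log2 fold change of 2.89 (standard error 0.19, adjusted p = 9.4e-06 from limma), and MdERF8 (MD15G1286600) rose from 2.46 ± 0.496 to 14.4 ± 2.70 FPKM (SD, n = 3). MdERF3 (MD08G1060000) overlapped between the cultivars, with 1 to 17 reads per Granny Smith library and 7 to 56 per Jonagold library. MdWRKY24 (MD03G1057400) was the only tested WRKY gene, with a log2 fold change of 3.12 (standard error 0.29, adjusted p = 6.0e-05 from limma). MdbZIP18 (MD07G1233200) had the smallest change of the bZIP genes, 1.04 (standard error 0.14, adjusted p = 4.4e-04 from limma), and lost its call when Granny Smith replicate 1 or Jonagold replicate 1 was left out, the lowest value being 0.96, or with quantile normalization. MdERF9 (MD03G1049900) lost its call when Granny Smith replicate 1, Granny Smith replicate 3 or Jonagold replicate 1 was left out, and ranged from 0.96 to 1.74 over the 6 fits. MdWRKY69 (MD09G1235100), not tested over all libraries, was called without Granny Smith replicate 3 or Jonagold replicate 1. With equal FPKM totals, 4 ERF, 1 WRKY and 4 bZIP genes were called, all higher in Jonagold.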

### 2.7. Validation of Gene Expression Levels Using qRT-PCR

To validate the expression patterns of DEGs observed in RNA-seq datasets, 12 key genes were selected for analysis of their expression levels using qRT-PCR. These DEGs included *LOX*, *HPL*, *ADH*, *AAT*, *BCAT*, *ALDH* and *CXE* involved in fatty acid and isoleucine metabolism, *AFS* and *OMT* related to sesquiterpene and phenylpropanoid metabolism, transcription factors NAC1, MYB5 and bZIP44 that could regulate the production of volatile compounds. Except for *ADH* and *ALDH*, these DEGs all showed higher expression levels in the Jonagold apple than those in the Granny Smith apple, which were consistent with the RNA-Seq data (Figure 6). These results confirmed that the transcriptomic data in our study were accurate and reliable.

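In the RNA-seq libraries, 10 of the 12 genes had a higher mean FPKM in Jonagold, and MdADH-5 and MdALDH-1 a lower mean, without overlap between the cultivars in any of the 12. A total of 8 genes were called. MdADH-5 (MD05G1179800) measured 17.3 ± 2.04 FPKM in Granny Smith and 3.62 ± 0.661 in Jonagold (SD, n = 3), with a log2 fold change of -1.99 (standard error 0.15, adjusted p = 2.1e-05 from limma). MdALDH-1 (MD13G1090800) measured 3.67 ± 0.606 and 0.410 ± 0.159 FPKM, with a log2 fold change of -1.73 (standard error 0.17, adjusted p = 8.5e-05 from limma). MdAAT-1 (MD02G1015200) rose from 8.98 ± 4.15 to 38.9 ± 7.92 FPKM, a log2 fold change of 2.07 (standard error 0.30, adjusted p = 6.3e-04 from limma). MdCXE-7 (MD02G1198400) rose from 0.128 ± 0.0733 to 2.61 ± 1.10 FPKM, a log2 fold change of 1.64 (standard error 0.23, adjusted p = 5.1e-04 from limma). The MdbZIP44 gene of the qRT-PCR (MD02G1140600) rose from 3.61 ± 2.43 to 38.1 ± 12.7 FPKM, a log2 fold change of 3.17 (standard error 0.41, adjusted p = 3.7e-04 from limma). MdNAC1 (MD16G1069500) rose from 5.40 ± 2.09 to 15.2 ± 6.68 FPKM, a log2 fold change of 1.29 (standard error 0.34, adjusted p = 0.014 from limma), and its call was lost when Granny Smith replicate 3 or Jonagold replicate 3 was left out. MdBCAT-1 (MD15G1063100) rose from 0.448 ± 0.193 to 1.95 ± 0.752 FPKM, a log2 fold change of 1.01 (standard error 0.22, adjusted p = 0.0061 from limma), which lost its call without Granny Smith replicate 1, without Jonagold replicate 2, where it was below the minimum mean, as was MdCXE-7, and with quantile normalization, and ranged from 0.82 to 1.19 with each library left out in turn. MdMYB5 (MD11G1006500) rose from 6.23 ± 1.54 to 13.1 ± 1.67 FPKM but its log2 fold change of 0.98 (standard error 0.17, adjusted p = 0.0020 from limma) was under the 2-fold criterion, and it was called when Granny Smith replicate 2 or Jonagold replicate 3 was left out, at up to 1.15. MdLOX-8 (MD05G1156900) and MdOMT-3 were below the minimum mean for the test. MdLOX-8 had 0.454 ± 0.0826 FPKM in Granny Smith and 1.13 ± 0.195 in Jonagold, and MdOMT-3 had 0.102 ± 0.0328 and 1.34 ± 0.357. Without that minimum, limma gave log2 fold changes of 0.54 (adjusted p = 0.011) and 1.08 (adjusted p = 9.1e-04). MdAFS was called and MdHPL was not.

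**Figure D2:**
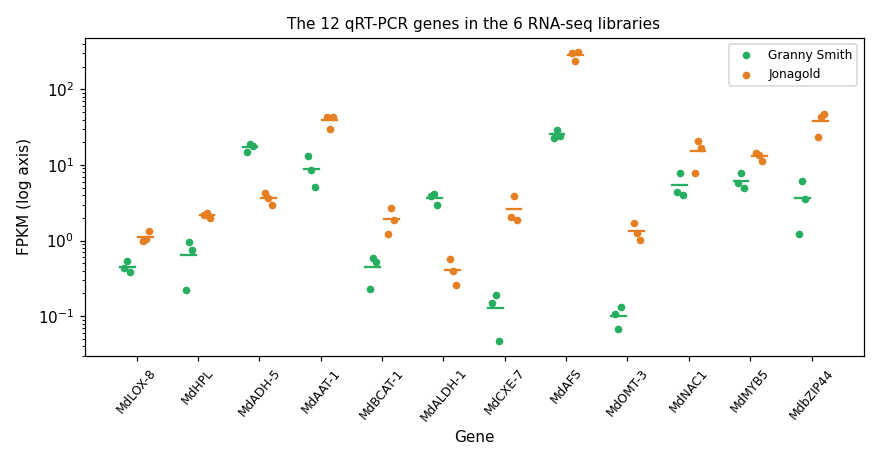
FPKM values (vertical log axis) of the 12 genes measured by qRT-PCR in the 3 Granny Smith libraries (green) and 3 Jonagold libraries (orange). Points are libraries and horizontal lines are the means of 3 libraries. Jonagold lies above Granny Smith in 10 genes and below it in MdADH-5 and MdALDH-1.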

## 3. Discussion

Aroma is an important quality indicator of fruit flavor that can significantly influence the consumer choices [29]. Many factors can affect the aroma composition of apple fruit, among which cultivar is the most important [6]. In this study, volatile compounds of two famous apple varieties ‘Granny Smith’ and ‘Jonagold’ were determined using HS–SPME with GC–MS. The types of volatile compounds in the Jonagold apple were more than that in the Granny Smith apple. Among these volatiles, esters were the predominant compounds in the Jonagold apple, accounting for more than 60% of the total volatiles, which was consistent with previous report that esters were the most abundant group that contribute mainly to the sweet and fruity odors of apple fruits [11,30]. Moreover, hexyl acetate, confers a sweet and fruity odor with floral notes, was the most plentiful ester in the Jonagold apple, which was in accordance with the results of previous studies [31]. The Granny Smith apple is known to have a very low volatile emission [1]. In the present study, despite the fact that the total content of volatile compounds in the Granny Smith apple was significantly lower than that in the Jonagold apple, Granny Smith possessed more types of alcohols and aldehyde, occupied over 90% of the total volatiles. For the Granny Smith apple, 1-hexanol was the most abundant compound among alcohols and (*E*)-2-hexenal was the major aldehyde. Additionally, a range of volatiles such as α-farnesene and estragole have been detected in the Granny Smith apple, but accumulated more in Jonagold apples. The aroma volatiles of various apple varieties were different in class and quantity, and gave a characteristic sensorial perception for each type of apple fruit [32]. Previous studies have classified Jonagold into the ‘ester type’ apple based on its high ester production [5,33]. According to this classification, the Granny Smith studied here would be the ‘aldehyde type’ apple because the aldehydes in its fruit represent more than 85% of the total aromatic components. The differences in composition and concentration of volatile compounds between Granny Smith and Jonagold apples may determine diverse aroma profiles of the fruits.

In order to reveal the molecular mechanisms underlying the synthesis of volatile compounds, transcriptome sequencing of the Granny Smith and Jonagold apples was performed using the Illumina Novaseq 6000. It has been reported that at least four pathways are responsible for the production of volatile compounds in apples [6]: Straight-chain aldehydes, alcohols and esters are synthesized from fatty acid metabolism pathway [13]; Branched-chain aldehydes, alcohols and esters are derived from isoleucine pathway [34]; Sesquiterpenes are synthesized via the mevalonate pathway and phenylpropenes are synthesized from the phenylpropanoid pathway [12,35]. In this study, a total of 94 DEGs were detected in these four pathways, indicating the dramatical differences in volatile synthesis between the Granny Smith and Jonagold apples. For the formation of aldehydes, alcohols and esters in apples, β-oxidation and the lipoxygenase pathway are the two essential enzymatic systems in the catabolism of fatty acids [36,37]. The β-oxidation of long-chain fatty acids produces shorter acids such as acetic, butanoic and hexanoic acids, which can be reduced to their corresponding alcohols before being esterified with acyl-CoA by the AAT enzyme [9]. The lipoxygenase pathway contains four vital enzymes, inclusive of LOX, HPL, ADH and AAT [36]. Lipoxygenase (LOX) is a dioxygenase that catalyzes the oxygenation of polyunsaturated fatty acids. In ‘Royal Gala’ and ‘Prima’ apples, the genes *MdLOX1a* and *MdLOX5e* were found to be involved in the production of volatiles [38]. In our study, the twelve *MdLOX* genes showed significantly higher expression levels in the Jonagold apple than that in the Granny Smith apple. Combined with the measurement results of volatile profiles, the upregulated expression pattern of *MdLOX* genes in the Jonagold apple may play a key role in the volatile compounds accumulation. Products of the LOX reaction can be converted to aldehydes by the hydroperoxide lyase (HPL) enzyme and aldehydes are subsequently reduced to the corresponding alcohol by the alcohol dehydrogenase (ADH) [12]. The alcohols resulting from ADH enzymatic activity are natural substrates for the alcohol acyltransferase (AAT), which transfers an acyl group through an oxygen-dependent reaction from acyl-CoA to the OH group of an alcohol forming an ester [39]. In our study, compared to the Granny Smith apple, the *MdAAT* gene exhibited significantly higher expression levels in the Jonagold apple, accounting for the high ester production. Amino acids are the second most important source of volatile compounds in the aroma of apples. A previous study has reported that the branched amino acids, especially isoleucine, can produce the branched-chain esters in apples [34]. In our dataset, the key gene *MdBCAT*, which catalyzes the last step in the synthesis of branched amino acids, was higher expressed in the Jonagold apple than that in the Granny Smith apple, and might provide more precursors for the synthesis of branched-chain aldehydes, alcohols, acids and esters. Sesquiterpenes, which synthesized via the mevalonate pathway, are the main aroma volatiles from the isoprenoid family in the apple fruits [9]. In our study, there was only one terpenoid compound α-farnesene (sesquiterpene) detected in Granny Smith and Jonagold apples. α-Farnesene synthase (AFS) catalyzed the final step in sesquiterpene biosynthesis in apples [40]. The *MdAFS* as well as the *MdHMGS*, *MdHMGR* and *MdFPPS* genes in this pathway were all upregulated in Jonagold apples compared with the Granny Smith apple, might be responsible for high production of α-farnesene. In addition, phenylpropenes, such as eugenol, estragole and isoestragole, also contribute to apple aroma and these compounds are derived from the phenylpropanoid pathway [17,30]. It has been reported that estragole imparts a spicy and aniseed note to ‘Ellison Orange’ and ‘Royal Gala’ apples [17]. In this study, the compound estragole was detected in both two apple varieties, the key genes *MdPAL* and *MdOMT* exhibited high expression levels in Jonagold apples, possibly accelerating the reaction of enzymes in estragole biosynthesis and resulting in the accumulation of estragole.

Transcriptional regulation mediated by transcription factors (TFs) is a pivotal control hierarchy for various plant biological processes, including the synthesis of volatile compounds [41,42]. A previous study has reported that FaMYB9 is positively involved in volatile biosynthesis in strawberries, transient silencing of FaMYB9 delayed the fruit development, resulting in a significant decrease in the contents of C6 volatiles [43]. Moreover, in banana, MabZIP4 and MabZIP5 were capable of binding directly to *BanAAT* promoter, suggesting the function of MabZIPs in controlling aroma production [42]. Additionally, the transcription factor PpNAC1 was proved to transcriptionally activate the *PpAAT1* gene and formation of volatile esters in peaches [44]. AP2/ERF transcription factors have been shown to be associated with the production of volatile terpenes in sweet orange fruits [45]. In order to clarify potential transcription factors that may be involved in regulating volatile biosynthesis, expression patterns of TFs such as NAC, MYB, bZIP and ERF were analyzed. In the Jonagold apple, the MdNAC1, MdMYB5, MdERF8 and MdbZIP44 TFs had higher expression levels than in the Granny Smith apple. Combined with the aroma profiles of these two apple varieties, we speculate that these TFs can bind to the promoters of some key genes and may play important roles in regulating the synthesis of volatile compounds. Therefore, further functional studies will focus on clarifying the regulatory roles of these transcription factors in the biosynthesis of volatiles in apple.

## 4. Materials and Methods

### 4.1. Plant Materials and Sample Collection

‘Granny Smith’ and ‘Jonagold’ apple fruit samples were collected at the Baishui Apple Experimental Station of Northwest Agriculture and Forestry University in Shaanxi, China (35°21′ N, 109°55′ E). The two apple varieties were grafted onto M26 rootstock (*Malus domestica*) and planted at a density of 4 × 2 m. Unbagged apple fruits were harvested at the full ripening stage in 2020. Three biological replicates for each apple variety were prepared, with each biological replicate consisting of 8–10 fruits. The pulps of two apple varieties were carefully separated with the peels, pooled, immediately frozen in liquid nitrogen and then stored at −80 °C until use.

### 4.2. Determination of Fruit Physiological Characteristics

Measurements of apple fruit height and diameter were taken using a digital vernier caliper (Meinaite, Chengdu, China). Determinations of single fruit weight and skin color were performed by an electronic balance (MettlerToledo Inc., Greifensee, Switzerland) and a colorimeter (CR-400, Minolta, Japan), respectively. Test of apple flesh texture was conducted using a texture analyzer (FTA GS-15, Berlin, Germany; test depth 8 mm). Total soluble solid (TSS) and titratable acidity (TA) of apple fruits were measured with a hand refractometer (Atago, Tokyo, Japan) and a digital fruit acidity meter (GMK-835F Perfect, Berlin, Germany), respectively. The internal ethylene of the apples was evaluated according to the method described by Cai et al. [46] using a gas chromatograph (Agilent Technologies 7890A, Palo Alto, CA, USA) equipped with flame ionization detector and a HP-AL/S column. Measurement of CO_2_ production was performed by the method described by Contreras and Beaudry [47].

### 4.3. Volatile Compounds Extraction and GC-MS Analysis

HS-SPME was used for the extraction of volatile compounds in apples. The pulps of apple fruits were ground into powder in liquid nitrogen. For each extraction, 5 g of powder was placed into a 50 mL screwcap vial containing 1.0 g of NaCl and a magnetic stirring rotor to facilitate the release of volatiles. Prior to sealing of the vials, 10 µL of 0.4 mg/mL 3-nonanone was added as internal standard. After the headspace vial equilibrated at 50 °C for 10 min on a metal heating agitation platform, the SPME fiber coated with 50/30 µm thickness of divinylbenzene/carboxen/polydimethylsiloxane (DVB/CAR/PDMS, Supelco, Bellefonte, PA, USA) was inserted into the headspace with continuous heating and agitation (200 rpm) for 30 min to adsorb volatile compounds. Then, the fiber was introduced into the heated injector port of the chromatograph for desorption at 250 °C for 2.5 min.

The volatile compounds were analyzed with a Thermo Trace GC Ultra gas chromatograph (Thermo Fisher Scientific, Waltham, MA, USA), equipped with a 60 m × 0.25 mm × 0.25 µm HP-INNOWax capillary column. Helium was circulated as the carrier gas with a flow of 1.0 mL/min in a splitless mode. The initial oven temperature was kept at 40 °C for 3 min and increased to 150 °C at a rate of 5 °C/min, then increased at 10 °C/min to 220 °C and held for 5 min. The temperature of ion source and transfer line were both 240 °C. Mass spectra were operated in electron ionization mode of 70 eV with the scan range from m/z 35 to 450.

Identification of volatile compounds was based on mass spectra matching with the database of NIST/EPA/NIH Mass Spectral Library (NIST 2014), the retention times with an in-house developed retention time library based on commercial standards, and the retention indices with those of authentic compounds or literature data, which calculated under the same chromatographic conditions after the injection of a C7-C30 n-alkane series (Supelco, Bellefonte, PA, USA). Quantification was carried out by the internal standard method, as illustrated by Qin et al. [48], where the concentration of each volatile compound was normalized to that of 3-nonanone.

### 4.4. RNA Extraction, Library Preparation and Transcriptome Sequencing

Total RNA was isolated from the pulp of the two apple varieties (180 days after flowering) using the RNAprep pure Plant Kit (Tiangen, Beijing, China) according to the manufacturer’s instructions. Quality and quantity of the total RNA were assessed using a Qubit 2.0 fluorometer RNA Assay Kit (Invitrogen Inc., Carlsbad, CA, USA) and Agilent 2100 Bioanalyzer (Agilent, Palo Alto, CA, USA). A total amount of 3 µg of the high-quality RNA per sample was used for the cDNA library preparation and 6 libraries (3 biological replicates) were constructed by NEBNext^®^ UltraTM RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA). Transcriptome sequencing was performed using Illumina Novaseq platform (Illumina, San Diego, CA, USA) to paired-end reads by Novogene (Beijing, China).

Quantitative real-time reverse transcription PCR (qRT-PCR) was performed with an iQ5 Multicolor Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA) using SYBR^®^ Green Master Mix (TaKaRa, Kyoto, Japan). Each sample was assessed in three biological repeats and normalized using apple *MdActin* and *MdEF-1α* genes as the internal control. The relative expression of the genes was analyzed by the 2^−ΔΔCT^ method and the primers used for qRT-PCR were presented in Table S1.

### 4.5. Differential Expression Analysis and Functional Annotations

In order to obtain the clean reads, the raw reads were filtered by removing the adaptor, low-quality reads (Qphred ≤ 20 bases) and unknown sequences. Then, clean reads were mapped to apple reference genome (https://iris.angers.inra.fr/gddh13, accessed on 1 July 2017). Quantification of the gene expression levels was estimated as fragments per kilobase of transcript per million mapped reads (FPKM). Cufflinks (version 2.2.1) software was used in the process of quantifying gene expression, and the counts were then normalized to the FPKM values. DESeq R package (version 1.18.0) was used to identify the differentially expressed genes (DEGs) between the two apple varieties. A fold change (FC) value of ≥2 and a false discovery rate (FDR) of <0.05 were used as criteria for selecting DEGs. GOseq R package was used to analyze Gene Ontology (GO) enrichment. GO terms with corrected *p*-values < 0.05 were assigned as significantly enriched by DEGs. Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of DEGs was conducted using the KOBAS software (version 3.0).

### 4.6. Statistical Analysis

Data were presented as mean values of three biological replicates ± standard error (SE). Statistical analysis and one-way analysis of variance (ANOVA) were performed by SPSS v19.0 software (SPSS Ins., Chicago, IL, USA), and significant differences between the samples were assessed by the Duncan test (*p* < 0.05).

## 5. Conclusions

In this study, we investigated the volatile profiles of the Granny Smith and Jonagold apples and found that aldehydes were the most abundant types of volatile compounds contributing to the apple aroma in Granny Smith while esters were the main types of volatile compounds in the Jonagold apple. The analysis of transcriptome sequencing revealed 94 DEGs in the pathways of fatty acid metabolism, amino acid metabolism, mevalonate and phenylpropanoid. Compared with the Granny Smith apple, the key genes such as *MdLOX*, *MdAAT*, *MdAFS*, *MdPAL* and *MdOMT*, and the important transcription factors such as MdNAC, MdMYB, MdERF and MdbZIP all showed higher expression levels in the Jonagold apple, resulting in the accumulation of some esters as well as the α-farnesene and estragole, and might be responsible for the high production of volatiles. Furthermore, qRT-PCR experiments verified that those genes were differentially expressed between the two apple varieties. Production of aroma in apple fruits was the result of a combination of complex metabolic pathways, including the diverse physiological processes and molecular regulation mechanisms. Our study provides valuable clues to gain better insight into the aroma formation process of fruits.

## Figures and Tables

**Figure 1:**
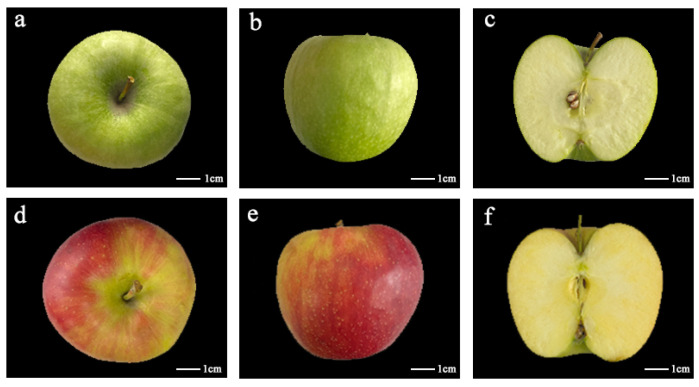
Phenotypes of Granny Smith and Jonagold apples. (**a**–**c**) Phenotype of the Granny Smith apple. (**d**–**f**) Phenotype of the Jonagold apple.

**Figure 2:**
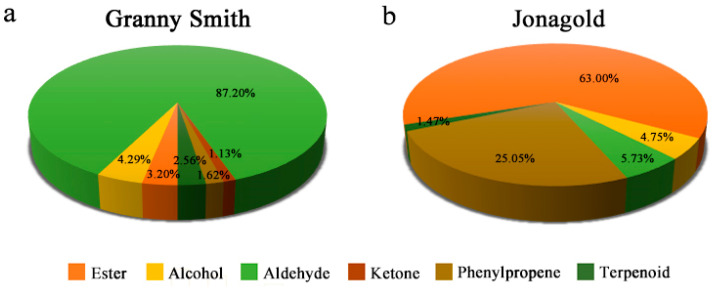
Percentage (%) of each type of volatile compounds in Granny Smith and Jonagold apples. (**a**) Volatile compounds in Granny Smith. (**b**) Volatile compounds in Jonagold.

**Figure 3:**
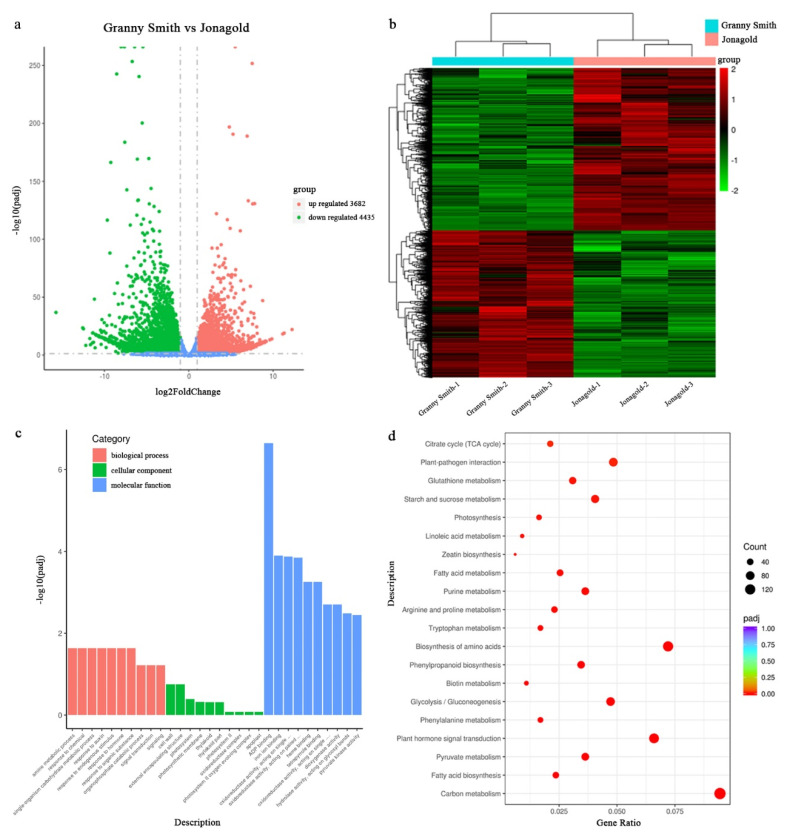
Analysis of differentially expressed genes (DEGs) between Granny Smith and Jonagold apples. (**a**) Volcano plot of DEGs. (**b**) Hierarchical cluster analysis of DEGs. (**c**) Gene ontology (GO) classifications of DEGs. (**d**) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment of DEGs.

**Figure 4:**
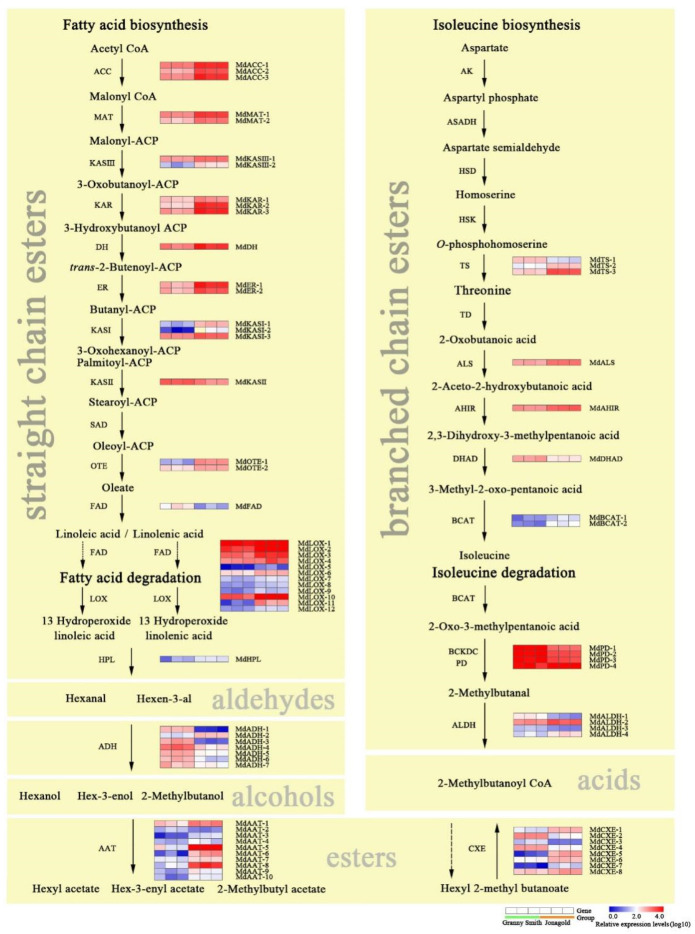
Expression profiles of differentially expressed genes (DEGs) involved in fatty acid and isoleucine metabolism pathways between the Granny Smith and Jonagold apples.

**Figure 5:**
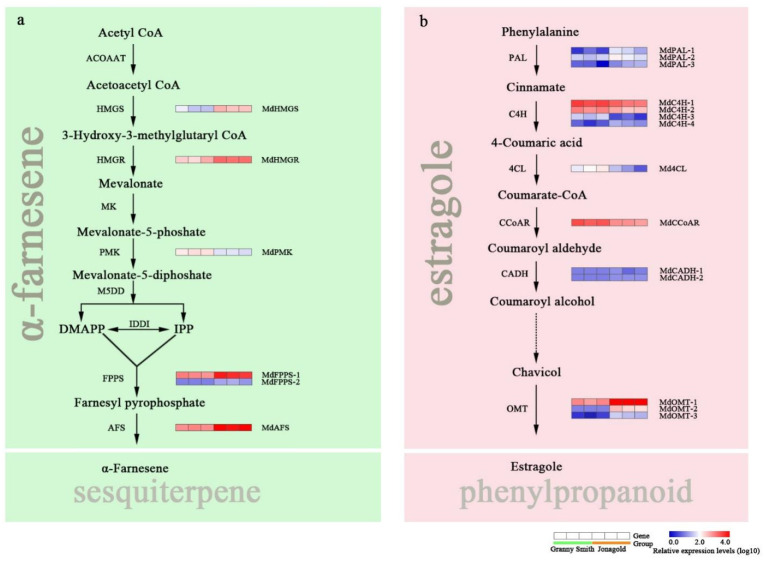
Expression profiles of differentially expressed genes (DEGs) involved in sesquiterpene and phenylpropanoid metabolism pathways between the Granny Smith and Jonagold apples. (**a**) Biosynthetic pathway for α-farnesene. (**b**) Biosynthetic pathway for estragole.

**Figure 6:**
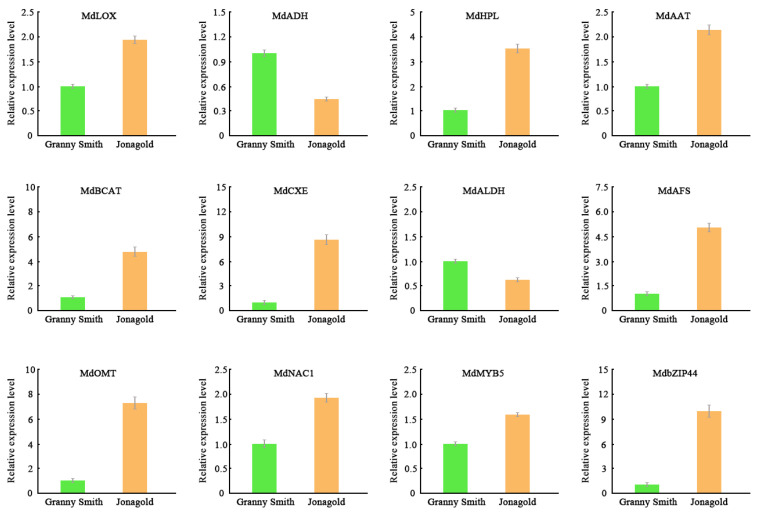
Expression profiles of selected 12 DEGs determined by qRT-PCR.

**Table 1:** Physiological traits of Granny Smith and Jonagold apples.

Trait	Granny Smith	Jonagold
Fresh weight (g)	205 ± 15	240 ± 18
Height (mm)	50.05 ± 1.23	56.20 ± 1.85
Diameter (mm)	57.80 ± 2.10	61.55 ± 2.35
L* value	63.52 ± 0.65	58.62 ± 1.67
a* value	−17.62 ± 1.85	13.38 ± 2.30
b* value	37.95 ± 1.52	29.13 ± 2.58
TSS (°Brix)	13.7 ± 0.2	14.2 ± 0.2
TA (%)	0.40 ± 0.04	0.32 ± 0.03
Firmness (kg/cm^2^)	7.05 ± 0.15	6.58 ± 0.12
Internal ethylene (μL/L)	5 ± 1	62 ± 8
CO_2_ production (μmol/kg·s)	70 ± 8	48 ± 5

Values are means ± standard deviation; TSS—total soluble solid; TA—titratable acidity.

**Table 2:** The contents (µg/kg) of volatile compounds detected in Granny Smith and Jonagold apples.

Class	Compounds	CAS No	RT	RI	Granny Smith	Jonagold
Ester	Propyl acetate	109-60-4	10.67	982	–	7.99 ± 0.21
	Isobutyl acetate	110-19-0	11.72	1020	–	2.40 ± 0.11
	Propyl propionate	106-36-5	12.57	1050	–	1.40 ± 0.02
	Butyl acetate	123-86-4	13.40	1074	-	213.44 ± 15.74
	2-Methylbutyl acetate	624-41-9	14.84	1126	–	85.03 ± 6.17
	Isobutyl butanoate	539-90-2	15.29	1155	–	1.19 ± 0.03
	Butyl propionate	590-01-2	15.41	1157	–	8.87 ± 0.24
	Amyl acetate	628-63-7	16.37	1178	–	14.65 ± 1.35
	Butyl butanoate	109-21-7	17.69	1240	–	5.75 ± 0.17
	Butyl 2-methylbutanoate	15706-73-7	18.08	1243	–	19.21 ± 1.08
	Hexyl acetate	142-92-7	19.28	1274	1.25 ± 0.06	885.38 ± 25.44
	(*E*)-2-Hexenyl acetate	2497-18-9	21.01	1338	–	1.84 ± 0.06
	Hexyl propanoate	2445-76-3	21.14	1347	–	8.40 ± 0.54
	Heptyl acetate	112-06-1	22.09	1386	–	3.16 ± 0.26
	Butyl hexanoate	626-82-4	23.17	1410	–	1.75 ± 0.10
	Hexyl butanoate	2639-63-6	23.23	1423	0.35 ± 0.02	27.19 ± 1.58
	Hexyl 2-methylbutyrate	10032-15-2	23.53	1438	0.46 ± 0.03	31.95 ± 2.13
	Heptyl formate	112-23-2	24.15	1455	–	1.59 ± 0.08
	Octyl acetate	112-14-1	24.81	1483	–	5.56 ± 0.42
	Hexyl hexanoate	6378-65-0	28.07	1593	–	6.60 ± 0.38
Alcohol	1-Butanol	71-36-3	15.35	1156	–	19.42 ± 1.02
	2-Methyl-1-butanol	137-32-6	17.20	1210	0.91 ± 0.05	6.42 ± 0.38
	2-Hexyn-1-ol	764-60-3	17.41	1225	0.85 ± 0.05	–
	1-Hexanol	111-27-3	21.40	1361	1.00 ± 0.04	74.69 ± 4.81
Aldehyde	Hexanal	66-25-1	13.76	1090	7.95 ± 0.58	23.93 ± 1.84
	(*Z*)-3-Hexenal	6789-80-6	15.60	1161	3.32 ± 0.27	–
	(*E*)-2-Hexenal	6728-26-3	17.93	1240	40.24 ± 3.62	86.21 ± 6.92
	(*Z*)-2-Heptenal	57266-86-1	21.03	1339	1.42 ± 0.08	–
	1-Nonanal	124-19-6	22.79	1401	0.50 ± 0.03	1.66 ± 0.20
	(*E*)-2-Octenal	2548-87-0	23.89	1443	1.90 ± 0.10	2.12 ± 0.06
	(*Z*)-2-Nonenal	60784-31-8	26.63	1531	0.81 ± 0.06	3.47 ± 0.12
	(*E*)-2-Decenal	3913-81-3	29.08	1655	–	3.88 ± 0.23
Ketone	1-Octen-3-one	4312-99-6	20.22	1305	0.73 ± 0.05	–
phenylpropene	Estragole	140-67-0	29.66	1687	1.04 ± 0.10	530.16 ± 47.66
Terpenoid	α-Farnesene	502-61-4	30.75	1754	1.65 ± 0.11	31.15 ± 2.85

Values are means ± standard deviation; CAS No: CAS number; RT: retention time; RI: retention index; –: indicates not detected.

## Data Availability

The transcriptomic data generated in this study are submitted to NCBI Gene Expression Omnibus repository (http://www.ncbi.nlm.nih.gov/geo/, accessed on 7 March 2022) under accession number GSE176136.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23062939/s1.

# Supplementary material for: GC-MS Metabolite and Transcriptome Analyses Reveal the Differences of Volatile Synthesis and Gene Expression Profiling between Two Apple Varieties
**Source:** Int J Mol Sci. 2022 Mar 9;23(6):2939. doi: 10.3390/ijms23062939
**Supplement:** Supplementary file 1

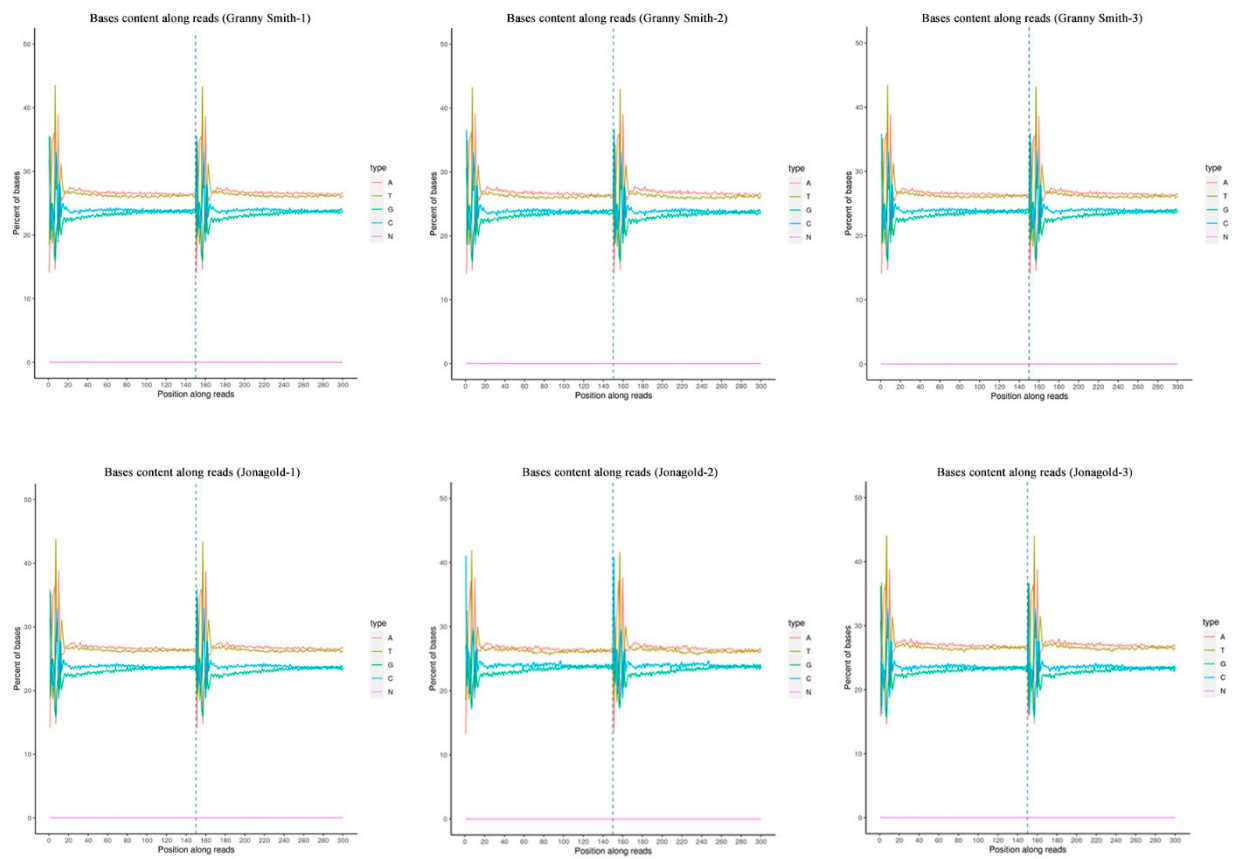

**Figure S1.** Base contents of reads in Granny Smith and Jonagold apples.

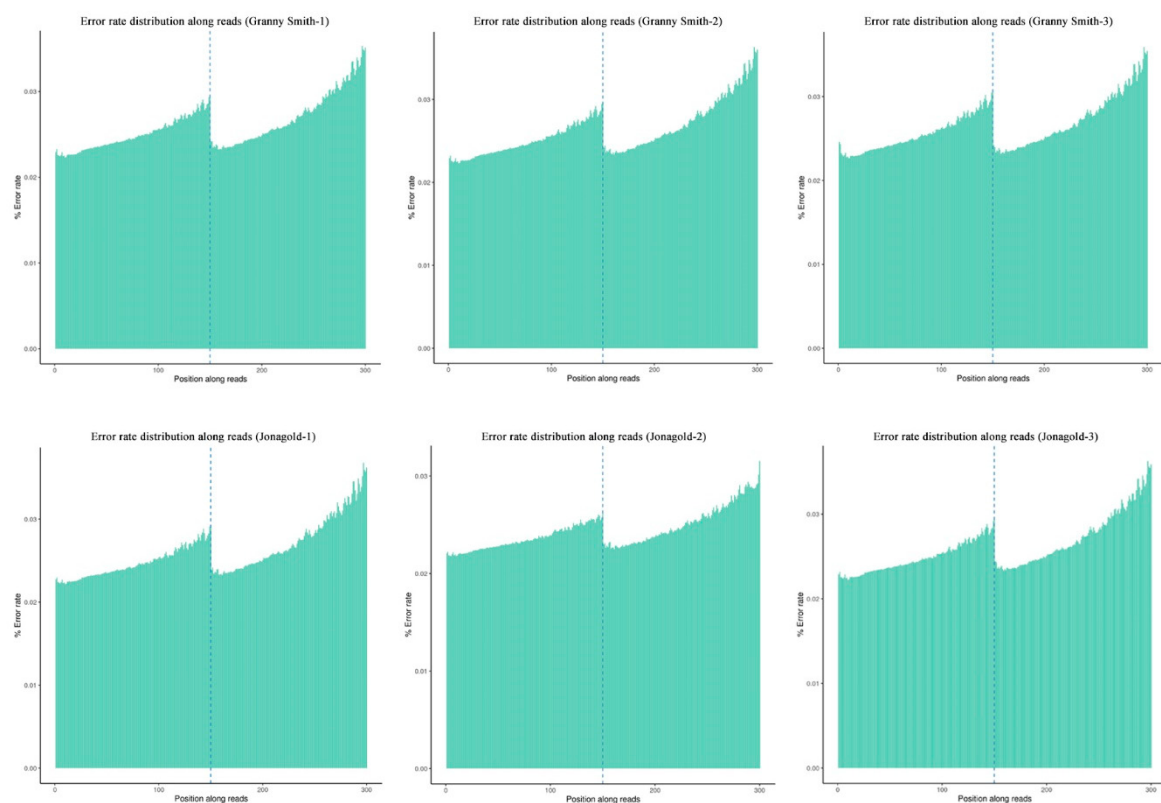

**Figure S2.** Error rate distribution among reads in Granny Smith and Jonagold apples.

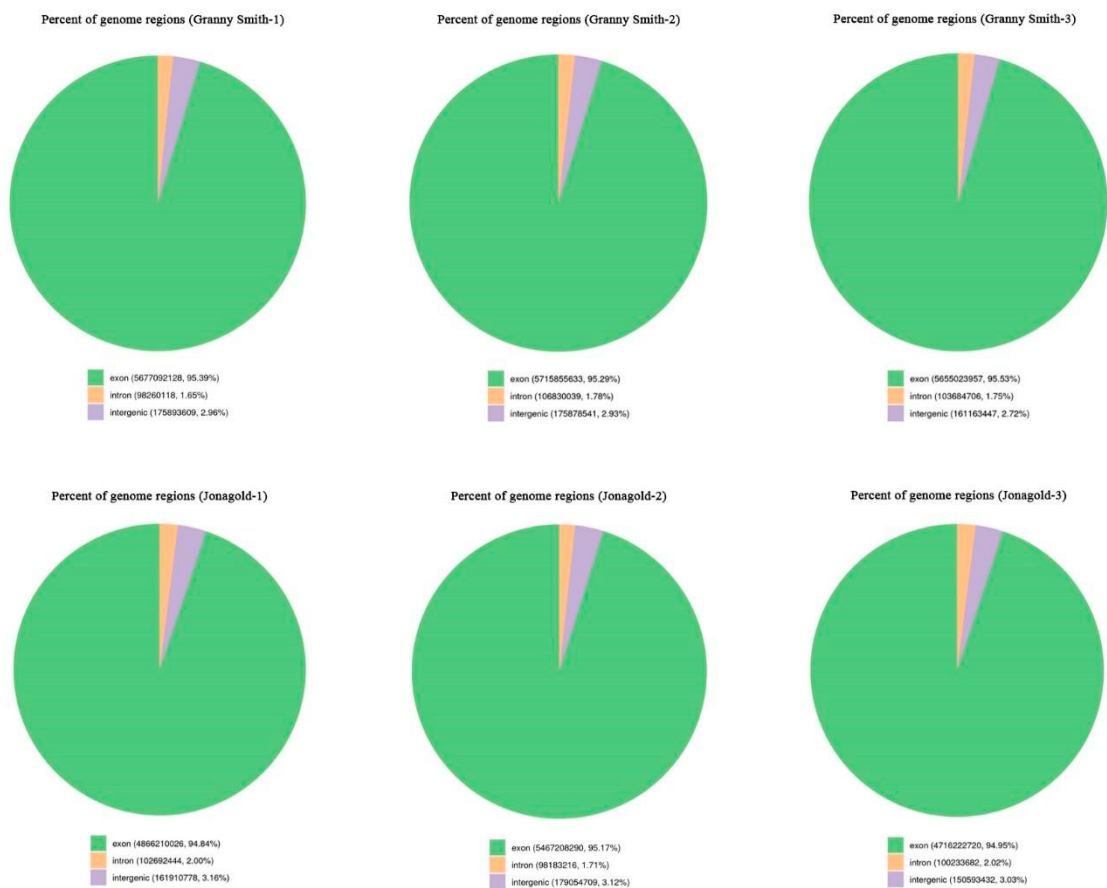

**Figure S3.** Percent of reads mapped to genome regions in Granny Smith and Jonagold apples.

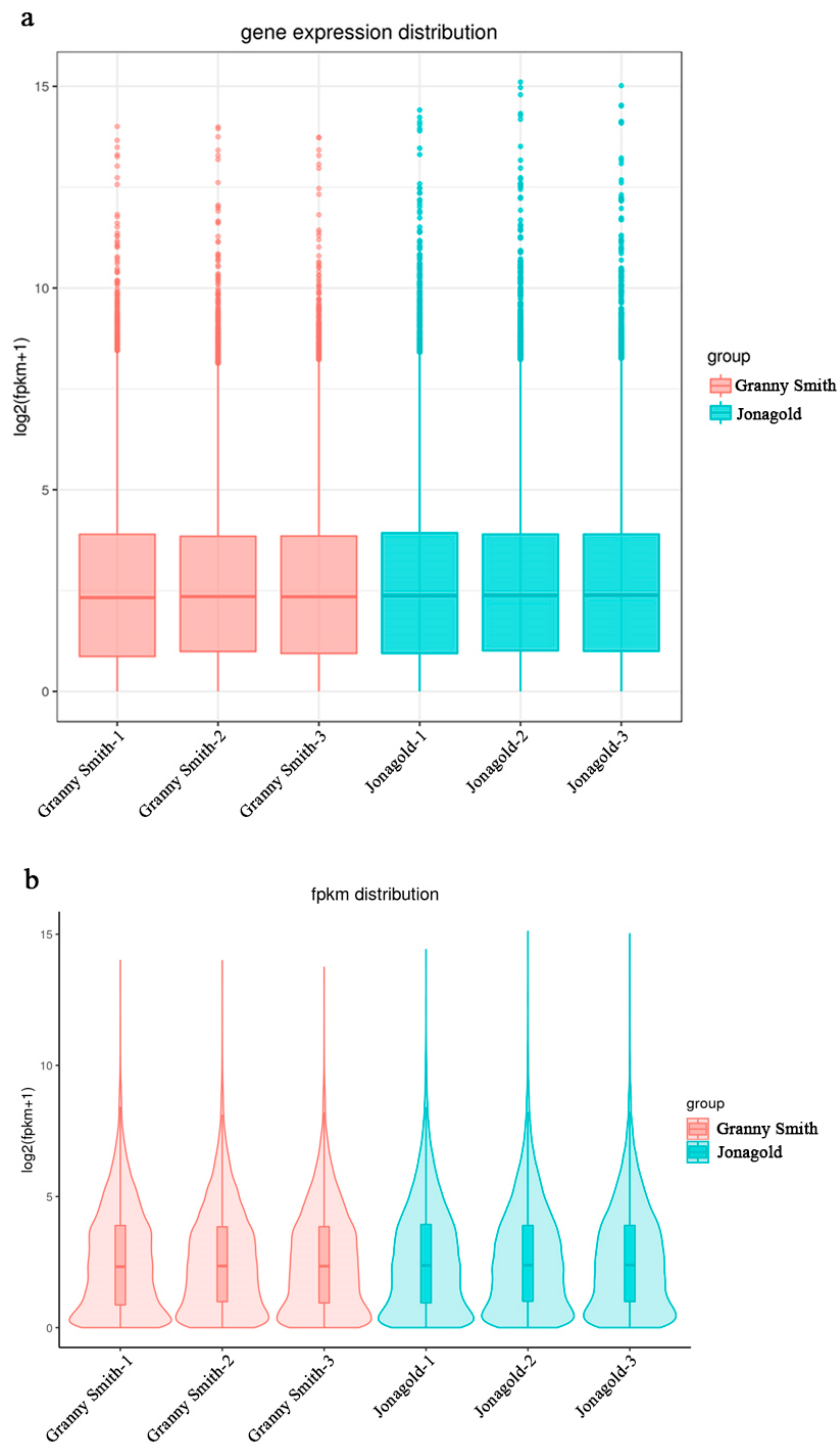

**Figure S4.** Distribution of high-throughput sequencing results in Granny Smith and Jonagold apples, (a) gene expression distribution in Granny Smith and Jonagold apples, and (b) fpkm distribution in Granny Smith and Jonagold apples.

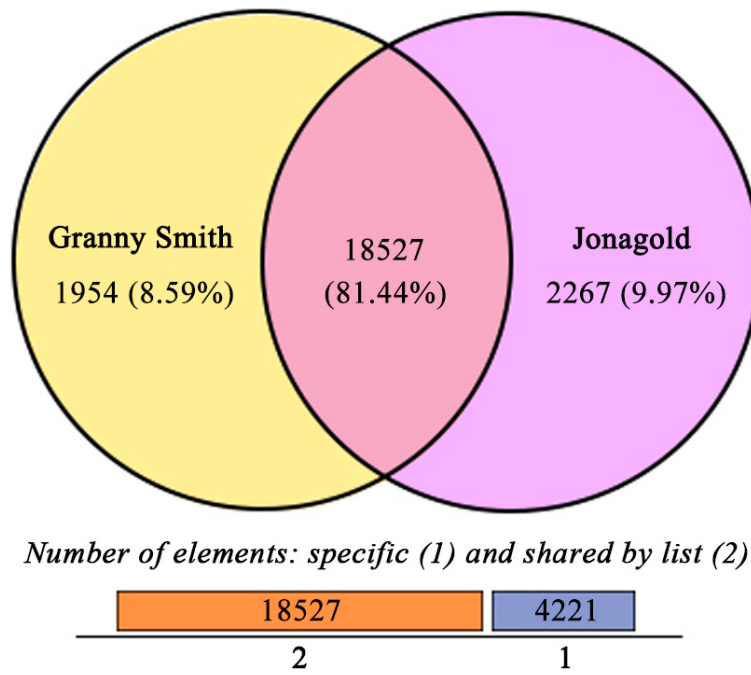

**Figure S5.** Numbers of unique genes and shared genes between Granny Smith and Jonagold apples.

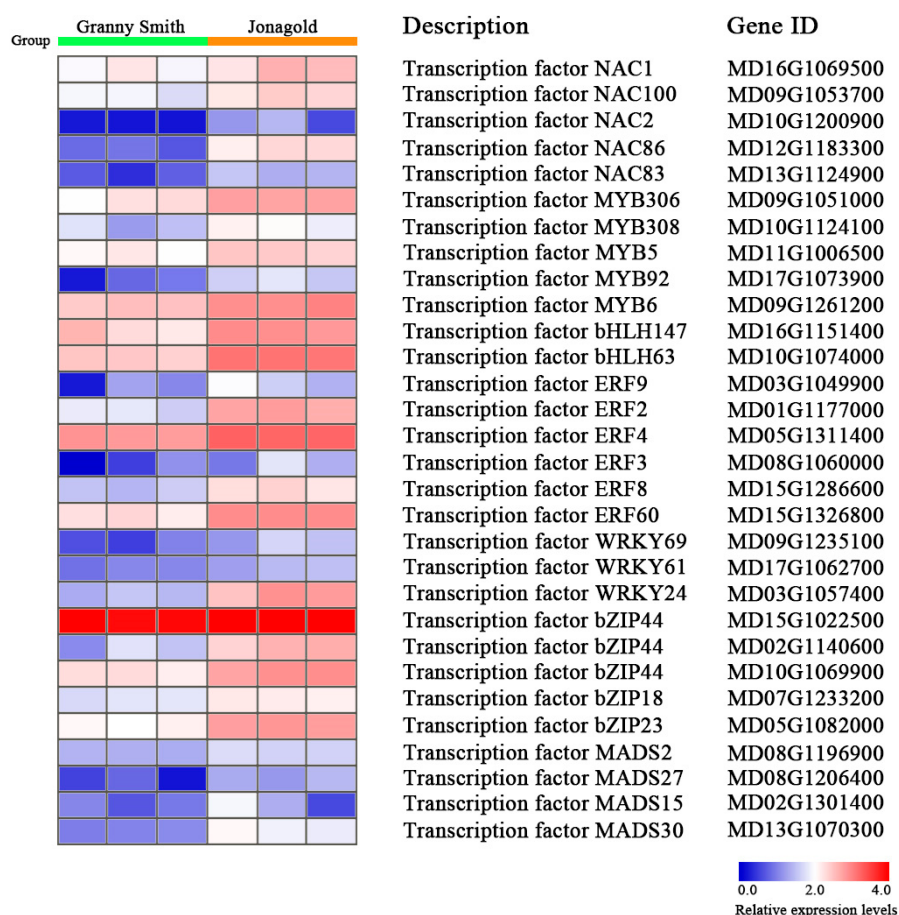

**Figure S6.** Analysis of transcription factors (TFs) associated with volatile compounds in Granny Smith and Jonagold apples.

**Table S1.** Twelve pairs of primers used for qRT-PCR in Granny Smith and Jonagold apples.

| Gene ID      | Gene Name       | Forward Primer (5'–3') | Reverse Primer (3'–5') |
|--------------|-----------------|------------------------|------------------------|
| MD05G1156900 | <i>MdLOX-8</i>  | ACCTGTCTTGGGTGGG       | ATTGTTTCTTGGGGCT       |
| MD05G1179800 | <i>MdADH-5</i>  | TAATCACTTCGTCGGC       | CCTTTTTCGGTTTTGC       |
| MD08G1038600 | <i>MdHPL</i>    | ACGGCGGAAAAATCAC       | GAACCCGAACAGCAAC       |
| MD02G1015200 | <i>MdAAT-1</i>  | ATTGTCCTTTGCTGCT       | TTCTTGGTGGATTTCG       |
| MD15G1063100 | <i>MdBCAT-1</i> | CCACATCGGGGACTAT       | GAGCAACACCAACAGC       |
| MD02G1198400 | <i>MdCXE-7</i>  | ACGACACCTGTTCCGA       | GACCATAGTTCCCCCG       |
| MD13G1090800 | <i>MdALDH-1</i> | TGCATCAGGGAAAACT       | AAAGCGGAAAAGGACT       |
| MD10G1311000 | <i>MdAFS</i>    | GCATTATTGGTGGAGG       | AGGCGAACGATGAGAG       |
| MD05G1308800 | <i>MdOMT-3</i>  | GCTTGTCTCCGTTTCGT      | TAGCCATTGCCTTGTT       |
| MD16G1069500 | <i>MdNAC1</i>   | CAAATACCAAGCCACC       | TTCCAATAACCCGACA       |
| MD11G1006500 | <i>MdMYB5</i>   | GGTTTGAAGAGAGGGC       | AGGGGCGGAGATAGTT       |
| MD02G1140600 | <i>MdbZIP44</i> | ACTCCACCTCCTTCG        | CTCCTGTTTTTCGCATC      |

**Table S2.** Total content (µg/kg) of each type of volatiles in Granny Smith and Jonagold apples.

| Class         | Granny Smith | Jonagold        |
|---------------|--------------|-----------------|
| Ester         | 2.06 ± 0.06  | 1333.35 ± 38.14 |
| Alcohol       | 2.76 ± 0.08  | 100.53 ± 5.02   |
| Aldehyde      | 56.14 ± 4.13 | 121.27 ± 7.56   |
| Ketone        | 0.73 ± 0.05  | –               |
| Phenylpropene | 1.04 ± 0.10  | 530.16 ± 47.66  |
| Terpenoid     | 1.65 ± 0.11  | 31.15 ± 2.85    |

Datas are the mean value ± standard deviation ( $n = 3$ ); –: indicates not detected.

**Table S3.** Summary statistics of sequencing data assembly and quality in Granny Smith and Jonagold apples.

| Sample         | Raw Reads | Clean Reads | Clean Bases | Q20    | Q30    | GC Content |
|----------------|-----------|-------------|-------------|--------|--------|------------|
| Granny Smith-1 | 4468230   | 43696070    | 6.55G       | 97.59% | 93.37% | 47.15%     |
| Granny Smith-2 | 44667654  | 43670016    | 6.55G       | 97.52% | 93.22% | 47.12%     |
| Granny Smith-3 | 43889832  | 42893502    | 6.43G       | 97.51% | 93.01% | 47.24%     |
| Jonagold-1     | 41877640  | 41011642    | 6.15G       | 97.60% | 93.33% | 46.95%     |
| Jonagold-2     | 47117690  | 46290824    | 6.94G       | 98.33% | 94.78% | 47.23%     |
| Jonagold-3     | 43442248  | 42419868    | 6.36G       | 97.60% | 93.30% | 46.48%     |

**Table S4.** Statistics of the clean reads mapped to apple reference genome for each sample.

| Sample         | Positive Map      | Negative Map      | Total Map         |
|----------------|-------------------|-------------------|-------------------|
| Granny Smith-1 | 19151707 (43.83%) | 19185476 (43.91%) | 39799279 (91.08%) |
| Granny Smith-2 | 19237468 (44.05%) | 19279996 (44.15%) | 40116235 (91.86%) |
| Granny Smith-3 | 19059252 (44.43%) | 19103030 (44.54%) | 39591068 (92.30%) |
| Jonagold-1     | 16632663 (40.56%) | 16682529 (40.68%) | 34295995 (83.63%) |
| Jonagold-2     | 18566697 (40.11%) | 18613306 (40.21%) | 38400479 (82.95%) |
| Jonagold-3     | 16061050 (37.86%) | 16108069 (37.97%) | 33209471 (78.29%) |

**Table S5.** Differentially expressed genes involved in fatty acid and isoleucine metabolism pathways between Granny Smith and Jonagold apples.

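Table S5 heads its columns as FPKM, but its values are on another scale than the deposited FPKM values. For the 66 genes of Tables S5 and S6 whose printed values were all above 10, the quotient of printed and deposited value was constant across the 6 libraries of a gene, to within a factor of 1.0003, and ranged from 10.7 to 72.8 between genes. Apart from small values above 0 that are printed for libraries without reads, the printed values of 92 of the 94 genes equal the recovered reads multiplied by a factor per library, which was 0.854, 0.817 and 0.804 for Granny Smith replicates 1, 2 and 3 and 1.23, 1.10 and 1.25 for Jonagold replicates 1, 2 and 3. The printed values therefore compare libraries for one gene and do not rank genes by expression level, since they are not divided by transcript length. The other 2 genes, MdLOX-4 and MdCADH-2, have reads that were recovered only up to a shared divisor.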

| Pathway                  | Gene ID      | Gene Name         | FPKM in<br>Granny<br>Smith-1 | FPKM in<br>Granny<br>Smith-2 | FPKM in<br>Granny<br>Smith-3 | FPKM in<br>Jonagold-1 | FPKM in<br>Jonagold-2 | FPKM in<br>Jonagold-3 | Annotation                         |
|--------------------------|--------------|-------------------|------------------------------|------------------------------|------------------------------|-----------------------|-----------------------|-----------------------|------------------------------------|
| Fatty acid<br>metabolism | MD16G1238600 | <i>MdACC-1</i>    | 1082.16                      | 1213.45                      | 1072.24                      | 5261.40               | 4484.58               | 4896.25               | Acetyl-CoA carboxylase             |
|                          | MD01G1022300 | <i>MdACC-2</i>    | 486.84                       | 363.38                       | 460.91                       | 3091.67               | 2415.87               | 2399.53               | Acetyl-CoA carboxylase             |
|                          | MD13G1233600 | <i>MdACC-3</i>    | 871.20                       | 790.46                       | 901.71                       | 6499.30               | 4207.73               | 4404.13               | Acetyl-CoA carboxylase             |
|                          | MD11G1056800 | <i>MdMAT-1</i>    | 1004.44                      | 885.18                       | 821.27                       | 4087.67               | 3537.57               | 3333.93               | Acyl-carrier-protein               |
|                          | MD03G1055800 | <i>MdMAT-2</i>    | 345.92                       | 245.79                       | 361.17                       | 1520.54               | 1201.89               | 1296.94               | Acyl-carrier-protein               |
|                          | MD08G1135900 | <i>MdKASIII-1</i> | 669.63                       | 617.34                       | 603.28                       | 1535.35               | 1440.30               | 1351.76               | 3-Oxoacyl-synthase III             |
|                          | MD09G1022600 | <i>MdKASIII-2</i> | 35.02                        | 12.25                        | 27.35                        | 254.25                | 173.58                | 169.44                | 3-Oxoacyl-synthase III             |
|                          | MD14G1002100 | <i>MdKAR-1</i>    | 355.31                       | 271.92                       | 243.73                       | 1107.08               | 803.09                | 679.00                | 3-Oxoacyl-reductase                |
|                          | MD13G1112000 | <i>MdKAR-2</i>    | 229.76                       | 196.80                       | 223.62                       | 5731.63               | 4461.51               | 4174.89               | 3-Oxoacyl-reductase                |
|                          | MD16G1111600 | <i>MdKAR-3</i>    | 830.20                       | 512.82                       | 616.15                       | 6881.90               | 5126.18               | 5321.09               | 3-Oxoacyl-reductase                |
|                          | MD13G1166700 | <i>MdDH</i>       | 1416.12                      | 902.33                       | 1069.82                      | 7101.59               | 3779.26               | 4344.33               | 3-Hydroxyacyl-CoA<br>dehydrogenase |
|                          | MD12G1059500 | <i>MdER-1</i>     | 544.92                       | 328.27                       | 415.86                       | 7265.74               | 4563.68               | 4795.33               | Enoyl reductase                    |
|                          | MD14G1058600 | <i>MdER-2</i>     | 582.51                       | 299.69                       | 404.60                       | 3257.06               | 2095.07               | 2205.18               | Enoyl reductase                    |
|                          | MD10G1264200 | <i>MdKASI-1</i>   | 32.46                        | 17.15                        | 28.96                        | 354.22                | 479.00                | 397.43                | 3-Oxoacyl-synthase I               |
|                          | MD14G1131500 | <i>MdKASI-2</i>   | 4.27                         | 0.82                         | 1.61                         | 135.76                | 86.79                 | 68.52                 | 3-Oxoacyl-synthase I               |
|                          | MD05G1286700 | <i>MdKASI-3</i>   | 949.77                       | 850.07                       | 900.90                       | 2419.03               | 1772.08               | 1734.24               | 3-Oxoacyl-synthase I               |
|                          | MD15G1221800 | <i>MdKAS II</i>   | 2139.56                      | 1910.81                      | 2310.98                      | 1287.27               | 671.26                | 727.58                | 3-Oxoacyl-synthase II              |
|                          | MD02G1127500 | <i>MdOTE-1</i>    | 21.35                        | 29.40                        | 12.87                        | 914.54                | 705.32                | 758.73                | Oleate-ACP thioesterase            |
|                          | MD05G1172000 | <i>MdOTE-2</i>    | 234.88                       | 164.13                       | 189.83                       | 549.22                | 533.93                | 517.03                | Oleate-ACP thioesterase            |
|                          | MD15G1152700 | <i>MdFAD</i>      | 88.83                        | 230.28                       | 156.05                       | 11.11                 | 34.06                 | 16.20                 | Acyl-lipid omega-6 desaturase      |
|                          | MD07G1004500 | <i>MdLOX-1</i>    | 14723.22                     | 11271.34                     | 7755.02                      | 84124.37              | 74374.61              | 76101.12              | Lipoxygenase                       |
|                          | MD07G1004600 | <i>MdLOX-2</i>    | 5245.11                      | 3166.72                      | 2853.94                      | 31906.56              | 22469.05              | 26600.45              | Lipoxygenase                       |
|                          | MD07G1003600 | <i>MdLOX-3</i>    | 1959.34                      | 1935.31                      | 1041.67                      | 5525.52               | 4161.59               | 5181.55               | Lipoxygenase                       |
|                          | MD02G1317800 | <i>MdLOX-4</i>    | 724.29                       | 868.85                       | 1130.96                      | 1068.82               | 3741.91               | 1951.02               | Lipoxygenase                       |
|                          | MD17G1167100 | <i>MdLOX-5</i>    | 0.85                         | 1.63                         | 1.61                         | 9.87                  | 16.48                 | 3.74                  | Lipoxygenase                       |
|                          | MD05G1157000 | <i>MdLOX-6</i>    | 199.86                       | 199.25                       | 159.27                       | 494.91                | 410.89                | 454.74                | Lipoxygenase                       |
|                          | MD11G1103700 | <i>MdLOX-7</i>    | 36.73                        | 18.78                        | 22.52                        | 48.13                 | 65.92                 | 53.57                 | Lipoxygenase                       |
|                          | MD05G1156900 | <i>MdLOX-8</i>    | 13.67                        | 17.15                        | 12.07                        | 30.86                 | 32.96                 | 42.36                 | Lipoxygenase                       |
|                          | MD13G1113800 | <i>MdLOX-9</i>    | 10.25                        | 7.35                         | 15.28                        | 45.67                 | 25.27                 | 31.15                 | Lipoxygenase                       |
|                          | MD09G1069500 | <i>MdLOX-10</i>   | 2857.01                      | 2685.75                      | 1384.34                      | 88900.73              | 80688.40              | 89279.88              | Lipoxygenase                       |
|                          | MD04G1204000 | <i>MdLOX-11</i>   | 2.56                         | 9.80                         | 5.63                         | 1249.01               | 424.07                | 534.48                | Lipoxygenase                       |
|                          | MD12G1218200 | <i>MdLOX-12</i>   | 16.23                        | 12.25                        | 16.09                        | 46.90                 | 52.73                 | 42.36                 | Lipoxygenase                       |

|                       |              |                 |          |          |          |          |          |          |                                            |
|-----------------------|--------------|-----------------|----------|----------|----------|----------|----------|----------|--------------------------------------------|
|                       | MD08G1038600 | <i>MdHPL</i>    | 5.98     | 26.13    | 20.11    | 59.24    | 62.62    | 54.82    | Hydroperoxide lyase                        |
|                       | MD10G1014500 | <i>MdADH-1</i>  | 376.66   | 354.40   | 397.36   | 2.47     | 2.20     | 1.25     | Alcohol dehydrogenase                      |
|                       | MD13G1165800 | <i>MdADH-2</i>  | 59.79    | 46.55    | 70.79    | 352.98   | 307.61   | 299.01   | Alcohol dehydrogenase                      |
|                       | MD10G1013800 | <i>MdADH-3</i>  | 417.66   | 761.87   | 570.30   | 7.41     | 4.39     | 6.23     | Alcohol dehydrogenase                      |
|                       | MD10G1014200 | <i>MdADH-4</i>  | 1288.86  | 2094.54  | 1443.06  | 280.16   | 125.24   | 179.40   | Alcohol dehydrogenase                      |
|                       | MD05G1179800 | <i>MdADH-5</i>  | 444.14   | 562.63   | 520.43   | 124.65   | 108.76   | 85.96    | Alcohol dehydrogenase                      |
|                       | MD10G1013900 | <i>MdADH-6</i>  | 320.29   | 529.15   | 398.97   | 83.93    | 28.56    | 33.64    | Alcohol dehydrogenase                      |
|                       | MD06G1121600 | <i>MdADH-7</i>  | 626.92   | 243.34   | 353.12   | 117.25   | 139.53   | 85.96    | Alcohol dehydrogenase                      |
|                       | MD02G1015200 | <i>MdAAT-1</i>  | 381.79   | 245.79   | 144.79   | 1242.84  | 852.53   | 1249.60  | Alcohol acyltransferase                    |
|                       | MD14G1011700 | <i>MdAAT-2</i>  | 19.64    | 48.18    | 32.98    | 9.87     | 7.69     | 12.46    | Alcohol acyltransferase                    |
|                       | MD15G1386800 | <i>MdAAT-3</i>  | 1.71     | 4.90     | 4.83     | 41.96    | 51.64    | 64.78    | Alcohol acyltransferase                    |
|                       | MD10G1283900 | <i>MdAAT-4</i>  | 25.62    | 17.15    | 22.52    | 96.27    | 64.82    | 27.41    | Alcohol acyltransferase                    |
|                       | MD13G1109300 | <i>MdAAT-5</i>  | 250.26   | 60.43    | 57.11    | 15181.91 | 10423.74 | 11219.01 | Alcohol acyltransferase                    |
|                       | MD13G1109000 | <i>MdAAT-6</i>  | 4.27     | 15.52    | 1.61     | 302.38   | 778.92   | 951.84   | Alcohol acyltransferase                    |
|                       | MD16G1108900 | <i>MdAAT-7</i>  | 67.48    | 77.58    | 44.24    | 202.41   | 247.19   | 210.55   | Alcohol acyltransferase                    |
|                       | MD04G1147900 | <i>MdAAT-8</i>  | 24.77    | 90.64    | 61.13    | 3029.96  | 6025.95  | 4010.44  | Alcohol acyltransferase                    |
|                       | MD02G1175300 | <i>MdAAT-9</i>  | 31.60    | 12.25    | 22.52    | 176.49   | 71.41    | 77.24    | Alcohol acyltransferase                    |
|                       | MD02G1175400 | <i>MdAAT-10</i> | 31.60    | 5.72     | 8.85     | 80.22    | 72.51    | 64.78    | Alcohol acyltransferase                    |
| Isoleucine metabolism | MD09G1187000 | <i>MdTS-1</i>   | 304.92   | 327.45   | 314.51   | 59.24    | 49.44    | 38.62    | Threonine synthase                         |
|                       | MD15G1212700 | <i>MdTS-2</i>   | 70.89    | 106.97   | 81.24    | 319.66   | 329.59   | 272.84   | Threonine synthase                         |
|                       | MD02G1085500 | <i>MdTS-3</i>   | 231.46   | 293.15   | 234.07   | 2959.61  | 2576.27  | 2319.80  | Threonine synthase                         |
|                       | MD06G1028700 | <i>MdALS</i>    | 538.95   | 587.13   | 460.91   | 1318.13  | 1330.43  | 1335.57  | Acetolactate synthase                      |
|                       | MD17G1231900 | <i>MdAHIR</i>   | 843.86   | 683.48   | 690.16   | 1634.08  | 1957.75  | 2187.74  | Acetohydroacid isomeroeductase             |
|                       | MD04G1003600 | <i>MdDHAD</i>   | 544.92   | 547.11   | 700.61   | 150.57   | 176.88   | 165.70   | Dihydroxy-acid dehydratase                 |
|                       | MD15G1063100 | <i>MdBCAT-1</i> | 5.98     | 15.52    | 13.67    | 32.09    | 71.41    | 49.83    | Branched-chain amino acid aminotransferase |
|                       | MD05G1110500 | <i>MdBCAT-2</i> | 11.96    | 9.80     | 7.24     | 92.57    | 62.62    | 97.18    | Branched-chain amino acid aminotransferase |
|                       | MD12G1173200 | <i>MdPD-1</i>   | 10813.94 | 9242.12  | 10696.63 | 1621.74  | 1498.52  | 1446.45  | Pyruvate decarboxylase                     |
|                       | MD12G1172500 | <i>MdPD-2</i>   | 9902.60  | 9121.26  | 10148.05 | 2775.72  | 2845.43  | 2549.04  | Pyruvate decarboxylase                     |
|                       | MD12G1172400 | <i>MdPD-3</i>   | 12272.76 | 7935.58  | 11752.78 | 3259.52  | 3034.40  | 2524.12  | Pyruvate decarboxylase                     |
|                       | MD04G1159900 | <i>MdPD-4</i>   | 8966.49  | 10483.33 | 4076.59  | 56710.30 | 46525.61 | 46227.79 | Pyruvate decarboxylase                     |
|                       | MD13G1090800 | <i>MdALDH-1</i> | 149.47   | 160.87   | 115.83   | 22.22    | 15.38    | 9.97     | Aldehyde dehydrogenase(NAD+)               |
|                       | MD13G1090600 | <i>MdALDH-2</i> | 703.79   | 948.06   | 711.07   | 2697.96  | 1650.13  | 2043.22  | Aldehyde dehydrogenase(NAD+)               |
|                       | MD02G1050000 | <i>MdALDH-3</i> | 29.89    | 37.56    | 28.96    | 13.58    | 9.89     | 9.97     | Aldehyde dehydrogenase(NAD+)               |
|                       | MD00G1029100 | <i>MdALDH-4</i> | 40.14    | 81.66    | 34.59    | 155.51   | 246.09   | 190.62   | Aldehyde dehydrogenase(NAD+)               |
|                       | MD10G1091000 | <i>MdCXE-1</i>  | 76.87    | 49.81    | 46.65    | 392.48   | 411.98   | 419.86   | Carboxylesterase                           |

|              |                |        |        |        |        |        |        |                  |
|--------------|----------------|--------|--------|--------|--------|--------|--------|------------------|
| MD05G1191100 | <i>MdCXE-2</i> | 952.34 | 914.58 | 847.01 | 50.60  | 131.83 | 108.39 | Carboxylesterase |
| MD11G1176900 | <i>MdCXE-3</i> | 28.19  | 54.71  | 51.48  | 7.41   | 8.79   | 8.72   | Carboxylesterase |
| MD15G1085200 | <i>MdCXE-4</i> | 678.17 | 627.14 | 604.09 | 87.63  | 131.83 | 93.44  | Carboxylesterase |
| MD10G1091100 | <i>MdCXE-5</i> | 1.71   | 4.08   | 6.44   | 361.62 | 663.57 | 637.88 | Carboxylesterase |
| MD08G1226300 | <i>MdCXE-6</i> | 112.74 | 88.19  | 128.70 | 413.46 | 398.80 | 313.96 | Carboxylesterase |
| MD02G1198400 | <i>MdCXE-7</i> | 2.56   | 3.27   | 0.80   | 35.79  | 67.02  | 32.39  | Carboxylesterase |
| MD02G1198500 | <i>MdCXE-8</i> | 266.48 | 345.42 | 228.44 | 440.61 | 793.21 | 661.55 | Carboxylesterase |

---

**Table S6.** Differentially expressed genes involved in sesquiterpene and phenylpropanoid metabolism between Granny Smith and Jonagold apples.

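Values in Table S6 are on the same scale as those of Table S5. Genes without any read in a library are printed there with a small value above 0, so that a ratio taken from such a row depends on that value. The reads set only a lower bound for the ratio and no upper limit. This concerns MdFPPS-2, MdCADH-1, MdCADH-2 and MdOMT-2, each listed at 0 in the deposited values of all 3 Granny Smith libraries.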

| Pathway                    | Gene ID      | Gene Name       | FPKM in Granny Smith-1 | FPKM in Granny Smith-2 | FPKM in Granny Smith-3 | FPKM in Jonagold-1 | FPKM in Jonagold-2 | FPKM in Jonagold-3 | Annotation                          |
|----------------------------|--------------|-----------------|------------------------|------------------------|------------------------|--------------------|--------------------|--------------------|-------------------------------------|
| Sesquiterpene metabolism   | MD06G1070000 | <i>MdHMGS</i>   | 76.02                  | 35.11                  | 33.78                  | 407.29             | 294.43             | 300.25             | Hydroxymethylglutaryl-CoA synthase  |
|                            | MD15G1227900 | <i>MdHMGR</i>   | 243.42                 | 192.71                 | 456.08                 | 1569.90            | 1327.14            | 1425.27            | Hydroxymethylglutaryl-CoA reductase |
|                            | MD09G1247700 | <i>MdPMK</i>    | 146.91                 | 181.28                 | 170.53                 | 59.24              | 62.62              | 52.33              | Phosphomevalonate kinase            |
|                            | MD02G1154400 | <i>MdFPPS-1</i> | 1045.44                | 868.85                 | 680.50                 | 6369.71            | 4547.20            | 3627.96            | Geranylgeranyl diphosphate synthase |
|                            | MD17G1260500 | <i>MdFPPS-2</i> | 0.01                   | 0.02                   | 0.01                   | 19.75              | 23.07              | 14.95              | Geranylgeranyl diphosphate synthase |
|                            | MD10G1311000 | <i>MdAFS</i>    | 761.02                 | 953.77                 | 812.42                 | 10068.61           | 7828.79            | 10345.66           | Alpha-farnesene synthase            |
| Phenylpropanoid metabolism | MD12G1116700 | <i>MdPAL-1</i>  | 2.56                   | 7.35                   | 3.22                   | 60.48              | 47.24              | 19.93              | Phenylalanine ammonia-lyase         |
|                            | MD01G1106900 | <i>MdPAL-2</i>  | 42.71                  | 29.40                  | 44.24                  | 133.29             | 75.81              | 54.82              | Phenylalanine ammonia-lyase         |
|                            | MD03G1121400 | <i>MdPAL-3</i>  | 5.98                   | 5.72                   | 0.80                   | 11.11              | 21.97              | 24.92              | Phenylalanine ammonia-lyase         |
|                            | MD00G1221400 | <i>MdC4H-1</i>  | 3619.74                | 2577.96                | 3186.15                | 1785.89            | 1153.55            | 1097.61            | Cinnamate 4-hydroxylase             |
|                            | MD03G1050900 | <i>MdC4H-2</i>  | 1059.96                | 736.56                 | 982.15                 | 504.79             | 284.54             | 312.71             | Cinnamate 4-hydroxylase             |
|                            | MD03G1051100 | <i>MdC4H-3</i>  | 41.00                  | 27.76                  | 45.85                  | 3.70               | 6.59               | 2.49               | Cinnamate 4-hydroxylase             |
|                            | MD03G1051000 | <i>MdC4H-4</i>  | 5.98                   | 2.45                   | 4.83                   | 23.45              | 16.48              | 12.46              | Cinnamate 4-hydroxylase             |
|                            | MD17G1229400 | <i>Md4CL</i>    | 70.89                  | 111.06                 | 149.61                 | 32.09              | 15.38              | 4.98               | 4-Coumarate-CoA ligase              |
|                            | MD17G1222400 | <i>MdCCoAR</i>  | 2714.37                | 1904.28                | 2243.41                | 793.59             | 745.97             | 566.87             | Cinnamoyl-CoA reductase             |
|                            | MD01G1042500 | <i>MdCADH-1</i> | 0.01                   | 0.01                   | 0.01                   | 13.58              | 6.59               | 9.97               | Cinnamyl-alcohol dehydrogenase      |
|                            | MD01G1042800 | <i>MdCADH-2</i> | 0.01                   | 0.01                   | 0.02                   | 9.87               | 6.59               | 7.48               | Cinnamyl-alcohol dehydrogenase      |
|                            | MD01G1051900 | <i>MdOMT-1</i>  | 904.51                 | 578.14                 | 898.49                 | 93261.16           | 72243.28           | 83026.88           | O-methyltransferase                 |
|                            | MD05G1308600 | <i>MdOMT-2</i>  | 0.01                   | 0.02                   | 0.02                   | 341.87             | 210.94             | 186.88             | O-methyltransferase                 |
|                            | MD05G1308800 | <i>MdOMT-3</i>  | 2.56                   | 1.63                   | 3.22                   | 41.96              | 30.76              | 24.92              | O-methyltransferase                 |

How the deposited data were processed for this re-analysis (not part of the article)

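The study measured gene expression by RNA-seq in the pulp of ripe Granny Smith and Jonagold apples, with 3 libraries per cultivar. The authors filtered the reads, mapped them to the GDDH13 apple genome, quantified genes with Cufflinks and normalized the counts to the FPKM values they deposited, as 1 column per library. The authors called DEGs with DESeq at a fold change of at least 2 and a false discovery rate below 0.05. All 6 columns were used. Genes are listed by GDDH13 identifiers, which give the chromosome. Gene names were taken from the paper's own tables. The symbol table at hand, made for the assembly GDT2T_hap1, held 0 of the identifiers, so no other gene is named.

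The deposited FPKM values were found to be whole reads multiplied by 1 factor per library and 1 factor per gene. Whole reads were recovered for 34278 of 34279 genes above 0, up to a divisor shared by the 6 libraries of a gene. The recovery was tested on simulated data, in which the reads of 100.0% of 33280 genes came back up to a shared divisor, and those of 98.3% of the 27510 genes above 0 in all 6 libraries came back exactly. Recovered reads summed to between 17081863 and 17259098 per Granny Smith library and to between 14193282 and 16353408 per Jonagold library. Counts of 3 reads or fewer in every library of a cultivar were treated as a floor, and a fold against them is a lower bound. Such floors cover counting error only, and the reads carry no molecular identifiers.

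The cultivars were compared with limma 3.58.1 in R 4.3.3, with lmFit and eBayes (trend) on log2(FPKM + 1) over the 20993 genes with a mean of at least 1 FPKM. The reads recovered here are not what the deposited table holds, so a count test was not the main test, and DESeq2 and edgeR were not run. Benjamini-Hochberg adjustment covered all genes tested, and a DEG needed an adjusted p-value below 0.05 and an absolute log2 fold change of at least 1. The test was tried on simulated data in which 200 of 20992 genes were changed. It called 86.0% of the changed genes and 0 of the unchanged ones, and the median fitted change was 0.840 of the true one, since the added 1 shrinks the change of low genes. All simulated genes had the same dispersion, every change was beyond 2-fold, and unchanged genes had no true difference. With the fold change criterion, 0 false calls were therefore likely from the start, and these shares give no error rates for the real libraries. Counting, clustering and permutations were done in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

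Before the data were examined, the genes to be named were fixed as those of Tables S1, S5 and S6 and Figure S6, and beyond these the 2 DEGs with the largest positive and the 2 with the largest negative log2 fold change among genes with a mean of at least 10 FPKM and no overlap between the cultivars. Full statistics were set for the 12 qRT-PCR genes and for the members of a family with the largest or smallest change or an opposite direction. The alternatives of the closing section were fixed at the same time, except the 3 described there as chosen after seeing the data. The alternatives were a replicate block, each library left out, other filters on low values, another pseudocount, other scalings, no trend, and other fold change criteria.

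The neighbour test shuffled the calls over the tested genes 10000 times and was tried on simulated calls. With shuffled calls it gave a p-value of 0.72, and with calls planted in 1000 adjacent pairs 0.001, the smallest that its 1000 shuffles can give. GO and KEGG enrichment, the volatile compounds, the fruit traits and the qRT-PCR were not analysed here.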

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

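The tests in this part were chosen only after the results were seen, except the thinning of the reads and the other splits of the libraries for the genes with reads in one cultivar only.

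MD10G1328100, on chromosome 10, had the highest mean FPKM over the 3 Jonagold libraries, ranking 1 in replicates 2 and 3 and 2 in replicate 1, and lies outside the genes that the paper discusses. It was singled out after its values were seen, and the files do not pair its identifier with a name. It measured 225 ± 209 FPKM in Granny Smith and 29245 ± 8717 FPKM in Jonagold (SD, n = 3 each), 130-fold more, or 277-fold without Granny Smith replicate 2, with a log2 fold change of 7.37 (standard error 0.59, adjusted p = 2.7e-05 from limma) and all 3 Jonagold libraries above all 3 Granny Smith libraries. With each library left out in turn, the log2 fold change ranged from 6.83 to 8.10. The gene held 3.77% of the FPKM total in Jonagold and 0.0380% in Granny Smith. The scaling of the libraries argues against being the cause, since with equal FPKM totals the log2 fold change was 6.97. Reads shared with paralogs were not tested, since the deposited values do not hold alignments. Whether the difference comes from transcripts of this gene itself therefore stays open.

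A total of 203 genes had at least 50 recovered reads in every library of one cultivar and at most 3 in every library of the other, 111 of them with reads in Jonagold only and 92 with reads in Granny Smith only. The paper lists 2 of them, MdADH-1 and MdOMT-2, and does not report on the others. In 1 of the 10 splits of the 6 libraries into 3 and 3, the split by cultivar, there were as many such genes, and the other splits had 0, but 10 splits are too few to give a share under 0.1. The other splits mix the cultivars, so a gene that differs by cultivar cannot meet the criterion there, and their 0 says little. The lower read totals of Jonagold do not account for the genes of Granny Smith, since 72 genes met the same criterion after every library was thinned to 14193282 reads, beside 118 for Jonagold. A loss of Jonagold reads through poorer matching to the reference does not by itself account for the 111 genes with reads in Jonagold only. Whether Jonagold reads were placed on a paralog instead was not tested. For the 92 genes with reads in Granny Smith only, poorer matching and absent transcripts cannot be told apart, because the unmapped reads are not in the deposited values, and the paper's mapped percentage was lower in Jonagold. Variants of Granny Smith against the reference were not tested either. For the 111 genes with reads in Jonagold only, poorer matching of Granny Smith reads at these genes therefore stays open as well. The mapped percentage covers whole libraries and does not settle this for single genes. Genes that are silent or missing in one cultivar may be part of the 203 genes, as an untested hypothesis.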

How the results depend on the processing

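The fits with equal FPKM totals and the 2 fits of voom on recovered reads were chosen after seeing the data, and the other 15 alternatives before the data were examined. Both voom fits kept the relative library factors of the deposited values, so they do not test the scaling. Median-of-ratios scaling hardly changed the deposited values, so it is no separate test of the scaling either. DESeq2 and edgeR, planned for whole-number counts, were not run because the deposited values are FPKM. The number of DEGs was within 1.5 times of 4475 under the replicate block (4501), without a filter on low values (4871), with a pseudocount of 0.1 (5566), with median-of-ratios scaling (4466), with quantile normalization (4513), without the trend (4466), with equal FPKM totals (5207) and with voom on the same genes (5596) or on genes with a mean of at least 10 reads (6570). It ranged from 4346 to 4607 across the 6 fits that each left out one library. Residuals of libraries with the same replicate number correlated at 0.164, 0.280 and -0.031, and those with different numbers at -0.250 to 0.106. These values do not settle whether the replicate numbers pair the libraries. Why the block changed little was not tested.

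With a mean of at least 5 FPKM, which tests 12992 genes, there were 2533 DEGs, 1474 higher and 1059 lower in Jonagold. With the adjusted p-value alone, which drops a criterion, there were 10371, 5354 higher and 5017 lower. The test against a 2-fold threshold, a stricter criterion, called 2066, 1281 higher and 785 lower, and among the listed genes 14 of isoleucine metabolism (6 higher), 3 of the phenylpropanoid pathway (3 adjusted over the list alone) and 9 transcription factors (9 higher). With equal FPKM totals, which shift all genes down in Jonagold, 3362 DEGs were lower and 8 isoleucine genes were called higher. Voom on genes with a mean of at least 10 reads, which tests 23327 genes, called 3128 lower in Jonagold and 12 phenylpropanoid genes (7 higher, 12 adjusted over the list alone). The mean correlation between cultivars was 0.796 by Spearman (SD 0.0130) and 0.809 by Pearson, and the cause was not tested.

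None of the 128 named genes reversed its direction under those of the 18 alternatives that tested it. Of the comparisons of a named gene with an alternative that tested it, 1815 kept their side of the criteria, 82 became weaker and 52 became stronger. Leaving out a library changed the call of 18 named genes, of which 12 lost it and 6 gained it. Among the 12, MdKASI-2, MdCXE-3 and MdCXE-7 lost it only by falling below the minimum mean, and MdBCAT-1 did so in 1 fit. MdLOX-4 lost its call in every such fit except the one without Jonagold replicate 1. Read depth limits the fold of genes with at most 3 reads in every library of a cultivar, such as MdFPPS-2 and MdNAC2, to a lower bound.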

Differences from the paper's values

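The paper's DEG numbers are compared on the reading that its downregulated genes are those higher in Jonagold, since its Fig. 3a is headed Granny Smith vs Jonagold. The paper's total was 8117 and that of limma was 4475. For genes higher in Jonagold the paper's number was 4435 against 2515, and for genes lower in Jonagold the paper's number was 3682 against 1960. Among the alternatives set before the data were examined, a pseudocount of 0.1 (5566, 3035 and 2531 genes) and the adjusted p-value alone (10371, 5354 and 5017 genes) came within 1.5 times of the paper's 3 numbers. The others did not: the replicate block, each library left out, no filter on low values, a mean of at least 5 FPKM, median-of-ratios scaling, quantile normalization, no trend, and the test against a 2-fold threshold. Of the fits chosen after seeing the values, voom on genes with a mean of at least 10 reads (6570, 3442 and 3128 genes) and voom on the same genes (5596, 3071 and 2525 genes) came within 1.5 times of all 3 numbers. Equal FPKM totals, also chosen after seeing the values, came within 1.5 times of the paper's number only for genes lower in Jonagold (3362), and not for the total (5207) or for genes higher in Jonagold (1845).

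The paper lists 14 phenylpropanoid genes as DEGs, and limma called 6. None of the alternatives set before the data were examined closed this gap, and voom on genes with a mean of at least 10 reads, chosen after seeing the values, called 12.

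A further fit, voom on recovered reads of genes with a mean of at least 1 read, was run after the paper's larger number had been compared with the others, so it was picked towards the paper's values. It called 8559 genes, 4631 higher and 3928 lower in Jonagold, and 50 fatty acid, 24 isoleucine, 6 sesquiterpene, 14 phenylpropanoid and 28 transcription factor genes. Because of how it was picked, it is not counted among the alternatives and is no evidence for either set of numbers.

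The qRT-PCR of the paper is another assay than RNA-seq, with its own scale of expression. As ratios of Jonagold over Granny Smith, the paper's values in Fig. 6, read by eye, and the ratios of mean FPKM were about 0.45 and 0.209 for MdADH-5, about 2.1 and 4.33 for MdAAT-1, about 0.62 and 0.112 for MdALDH-1, about 5.0 and 11.2 for MdAFS, about 7.3 and 13.2 for MdOMT-3, and about 8.6 and 20.4 for MdCXE-7, which had 1 to 4 reads per Granny Smith library. The directions were the same. For the other genes of the qRT-PCR, the values were within 1.5 times of each other. In this order, they were about 1.9 and 2.48 for MdLOX-8, 3.5 and 3.38 for MdHPL, and 4.8 and 4.36 for MdBCAT-1. They were about 1.9 and 2.82 for MdNAC1, 1.6 and 2.11 for MdMYB5, and 9.9 and 10.5 for MdbZIP44. Without Granny Smith replicate 2, MdNAC1, MdMYB5 and MdbZIP44 were beyond 1.5 times, as was MdNAC1 without Jonagold replicate 1. Of the alternatives set before the data were examined, those that change a mean are each library left out, median-of-ratios scaling and quantile normalization, the last of which covers tested genes and so not MdOMT-3. Quantile normalization brought MdCXE-7 to 11.4, within 1.5 times of the paper's value. For MdAAT-1, the difference was within the wider spread of the remaining libraries without Granny Smith replicate 2 (4.23), Jonagold replicate 1 (4.08) or Jonagold replicate 3 (4.07), though the ratio was still more than 1.5 times the paper's. None of these alternatives closed the gap for MdADH-5, MdALDH-1, MdAFS or MdOMT-3. MdOMT-3 had only 2 to 4 reads per Granny Smith library, so its gap may lie within counting error, which was not tested.

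The paper describes some genes or families differently from the deposited values. It gives KAS and FAD genes as higher in Jonagold without naming members, but MdFAD and MdKASII had log2 fold changes of -1.81 and -1.26, and the paper's Table S5 also prints both lower in Jonagold. It gives all AAT genes as higher, but MdAAT-2 had 0.445 FPKM in Jonagold and 1.49 in Granny Smith. It counts more PAL genes than the 3 in its Table S6, of which none was called by limma and all 3 by voom on genes with a mean of at least 10 reads. It gives C4H genes as lower in Jonagold, but MdC4H-4 was higher, at 0.678 against 0.172 FPKM. MdHPL and MdMYB5, which the paper gives as DEGs, were both at 0.98 on log2(FPKM + 1), which understates changes at low FPKM. Their ratios of mean FPKM were 3.38 and 2.11, both above 2-fold, so here the scale and not the deposited values differs from the paper. Both genes were called with a pseudocount of 0.1, by the adjusted p-value alone, by voom, and with some libraries left out.

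Other genes that the paper lists as DEGs and limma did not call were called under some settings. MdLOX-7, MdAAT-4 and MdPAL-2 were called with a pseudocount of 0.1, and these and MdMADS2 by the adjusted p-value alone and by both voom fits chosen after seeing the values. MdBCAT-2, MdFPPS-2 and MdOMT-3 were called without a filter on low values, MdBCAT-2 also with any Granny Smith library left out, MdAAT-4 and MdMADS15 without Jonagold replicate 3, and MdWRKY69 without Granny Smith replicate 3 or Jonagold replicate 1. The voom fit on genes with a mean of at least 10 reads, chosen after seeing the values, called 49 fatty acid, 24 isoleucine, 5 sesquiterpene and 27 transcription factor genes of the paper's lists.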

Other observations

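The tests of the authors' normalization, of gene length, of the splits of the libraries and of the most abundant genes in this part were chosen only after the results were seen.

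In 1 of the 10 splits of the 6 libraries, the split by cultivar, limma called 4475 genes. The 9 other splits called 0, with 65 to 629 genes at an unadjusted p-value under 0.05, but 10 splits cannot give a share under 0.1. Each of these 9 splits has both cultivars in both groups, so that the cultivar difference enters the residual spread. Their 0 calls follow from that and do not measure how many calls chance gives. Lower read depth in Jonagold argues against being the cause of the calls, since after every library was thinned to the smallest total limma called 4473 genes, 4378 of them shared with the 4475.

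More genes were called higher than lower in Jonagold, 56.2% of them. The share was 56.3% with median-of-ratios scaling and 51.3% with quantile normalization. Median-of-ratios scaling is no separate check, because it hardly changed the deposited values. The median log2 fold change of all tested genes was 0.003 before it and 0.005 after it. With equal FPKM totals it was 35.4%, but that scaling shifts all genes down in Jonagold, so that a lower share follows from the scaling itself. An effect of the authors' normalization and a difference between the cultivars cannot be told apart. The deposited values hold no external reference for the amount of RNA. A part of gene length cannot be told apart either. Among the shortest 20% of genes 62.5% of the called genes were higher in Jonagold, which makes up 307 of the excess of 555 genes, and outside them 53.8% were higher, from 51.5% to 57.1% without a steady trend over the longer genes.

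Neighbouring tested genes were called in the same direction in 4.56% of 20328 pairs, against a mean of 2.31% and a maximum of 2.68% in 10000 shuffles (permutation p = 0.0001, the smallest these shuffles can give). The share was 4.40% without the 124 listed genes and 4.20% without the genes with reads in one cultivar only, which are therefore not the whole cause. Chromosomes that differ as a whole are not the cause either, since shuffles within chromosomes reached at most 2.68%. The share was 3.18% for genes 2 positions apart, 2.68% for genes 5 positions apart and 2.64% for genes 20 positions apart, where 1000 shuffles gave means of 2.32%, 2.33% and 2.33% (permutation p = 0.001, 0.002 and 0.002), so that a smaller excess was left at 20 positions. Tandem copies that share reads, or stretches of the chromosomes that differ between the cultivars, may contribute, and neither was tested.

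The 10 most abundant genes of a library held 15.2 ± 0.58% of its FPKM total in Granny Smith and 21.4 ± 2.82% in Jonagold (SD, n = 3), a difference of 6.26 percentage points (exact permutation p = 0.1, the smallest that 3 against 3 libraries can give). The most abundant gene alone is not the cause, since without it the difference was 4.02 percentage points and the cultivars still did not overlap. For the 100 most abundant genes the difference was 10.8 percentage points. What else lies behind the difference was not tested.

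Of the 124 listed genes, 121 did not overlap between the cultivars. The paper chose these genes on the same libraries, so that this count cannot be set against the 10% that chance gives. Of all tested genes, 59.6% did not overlap either.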
